# The epigenetic regulator Mll1 is required for Wnt-driven intestinal tumorigenesis and cancer stemness

**DOI:** 10.1038/s41467-020-20222-z

**Published:** 2020-12-21

**Authors:** Johanna Grinat, Julian Heuberger, Ramon Oliveira Vidal, Neha Goveas, Frauke Kosel, Antoni Berenguer-Llergo, Andrea Kranz, Annika Wulf-Goldenberg, Diana Behrens, Bálint Melcher, Sascha Sauer, Michael Vieth, Eduard Batlle, A. Francis Stewart, Walter Birchmeier

**Keywords:** Cancer stem cells, Gastrointestinal cancer, Cell signalling, Gene regulation

## Abstract

Wnt/β-catenin signaling is crucial for intestinal carcinogenesis and the maintenance of intestinal cancer stem cells. Here we identify the histone methyltransferase Mll1 as a regulator of Wnt-driven intestinal cancer. Mll1 is highly expressed in Lgr5^+^ stem cells and human colon carcinomas with increased nuclear β-catenin. High levels of *MLL1* are associated with poor survival of colon cancer patients. The genetic ablation of Mll1 in mice prevents Wnt/β-catenin-driven adenoma formation from Lgr5^+^ intestinal stem cells. Ablation of Mll1 decreases the self-renewal of human colon cancer spheres and halts tumor growth of xenografts. Mll1 controls the expression of stem cell genes including the Wnt/β-catenin target gene *Lgr5*. Upon the loss of Mll1, histone methylation at the stem cell promoters switches from activating H3K4 tri-methylation to repressive H3K27 tri-methylation, indicating that Mll1 sustains stem cell gene expression by antagonizing gene silencing through polycomb repressive complex 2 (PRC2)-mediated H3K27 tri-methylation. Transcriptome profiling of Wnt-mutated intestinal tumor-initiating cells reveals that Mll1 regulates Gata4/6 transcription factors, known to sustain cancer stemness and to control goblet cell differentiation. Our results demonstrate that Mll1 is an essential epigenetic regulator of Wnt/β-catenin-induced intestinal tumorigenesis and cancer stemness.

## Abstract (web summary)

Intestinal cancer stem cells (CSC) are associated with colon cancer. Here, the authors show that Wnt/beta-catenin signalling in CSC requires the epigenetic regulator Mll1 to promote stemness and tumourigenesis in murine and human colon cancer models.

## Introduction

Wnt/β-catenin signaling controls the self-renewal of adult stem cells and promotes oncogenesis^1–4^. Activated Wnt/β-catenin signaling is associated with colon cancer and many other human cancers^5–7^. The inactivation of the destruction complex composed of APC, Gsk3β, and Axin1/2 stabilizes β-catenin, which would otherwise be phosphorylated and ubiquitinated for proteasomal degradation^8,9^. Stabilized β-catenin translocates to the nucleus, where it binds to Tcf/Lef1 transcription factors and induces the expression of target genes such as *Axin2*^10,11^. Mutations in Wnt signaling components initiate intestinal tumorigenesis by promoting the aberrant stability and hyperactivity of β-catenin^12,13^.

Adult intestinal stem cells have been identified as the cells-of-origin of intestinal cancer^14^. Actively proliferating stem cells, which were initially described as crypt base columnar (CBC) cells, reside in stem cell niches located at the base of intestinal crypts. These cells constantly produce progenitor cells that differentiate into absorptive enterocytes and secretory cells, including Paneth, goblet, enteroendocrine, and tuft cells^15^. Inverse gradients of Wnt and Bmp signaling organize the intestinal epithelium in proliferative crypt and differentiated villus compartments. The intestinal stem cells express the leucine-rich repeat-containing G-protein coupled receptor Lgr5, which was discovered in the colon cancer cell line Ls174T^16,17^. High Wnt/β-catenin signaling in the crypts induces *Lgr5* expression and is crucial for stem cell maintenance^17–19^. Aberrant Wnt signaling in the intestinal stem cells expands the stem cell compartment and initiates tumorigenesis^14^.

Oncogenic Wnt signaling activates a stem cell gene expression program in colon cancer cells and confers cancer stemness^20^. Current therapies for colon cancer are often ineffective because cancer stem cells can resist conventional chemotherapy and initiate tumor relapse and metastasis. Epigenetic therapies hold great promise for inhibiting tumor growth and cancer stemness^21^. Oncogenic Wnt signaling has been shown to drive salivary gland and head and neck tumorigenesis by exploiting the epigenetic regulator Mll1^22,23^. Mll1 is a trithorax homolog histone methyltransferase of the Mixed lineage leukemia (Mll/Kmt2) family, which tri-methylates histone 3 at lysine 4 (H3K4me3), a chromatin mark that is enriched at the transcription start sites (TSS) of active genes. H3K4 tri-methylation antagonizes gene repression through H3K27 tri-methylation by polycomb complexes^24^. A role for Mll1 in Wnt-driven colon cancer has not yet been determined.

In this work, we identify the histone methyltransferase Mll1 as an epigenetic regulator of human and mouse intestinal cancer stem cells and tumors. Mll1 promotes β-catenin-induced intestinal stem cell expansion and tumorigenesis, and controls the self-renewal of colon cancer stem cells. Cancer stem cells are depleted upon loss of Mll1, which sustains oncogenic Wnt-induced stemness by antagonizing Polycomb Group (PcG)-mediated silencing of key stem cell genes.

## Results

### Mll1 is upregulated in Wnt-high human colon cancer

We used immunohistochemistry to assess the expression of the histone methyltransferase MLL1 in human colon cancer biopsies. Colon carcinomas showed substantial MLL1 expression at all tumor stages (T0–T4), scored from weak to moderate and strong (Fig. 1a and Supplementary Fig. 1a). The majority of tumors exhibited moderate to strong MLL1 expression, which was not associated to any particular tumor stage. We used a large transcriptomic colon cancer patient data set (*n* = 1095) to evaluate the association of MLL1 with disease progression. These analyses showed no significant changes in *MLL1* expression across tumor stages (Supplementary Fig. 1b). Patients of stages I-III and stage IV were stratified in three groups based on the level of *MLL1* expression (MLL1 low, medium, and high, Supplementary Fig. 1c). High *MLL1* levels were associated with shorter survival and increased risk of disease relapse (Supplementary Fig. 1c, d). Immuno-staining for β-catenin revealed high levels of nuclear β-catenin, indicative of high Wnt signaling, in a major portion of the analyzed tumors (Supplementary Fig. 1e). Across all tumor stages, carcinomas with high levels of nuclear β-catenin showed strong expression of MLL1 (Fig. 1b and Supplementary Fig. 1f, g). The data reveal that high MLL1 levels in colon cancer are associated with poor patient survival and correlate to high Wnt activity.

**Fig. 1:**
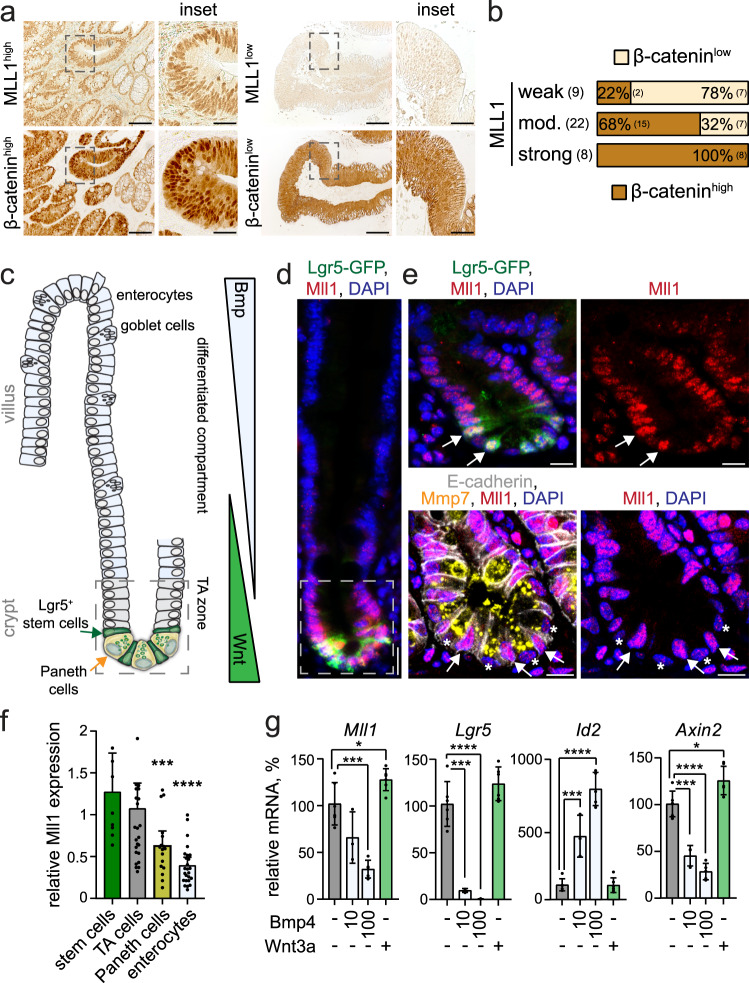
High Mll1 expression in colon carcinomas and Lgr5^+^ intestinal stem cells. **a** Immunohistochemistry for MLL1 (upper panel) and β-catenin (lower panel) of colon cancer patient biopsies, tumor stage T0, scale bar 50 µm. Insets on the right, scale bar 20 µm. Stainings were performed on eight independent biopsies. **b** Quantification of nuclear β-catenin staining in tumors with strong, moderate, and weak expression of MLL1, scored as low and high across all tumor stages, *n* = 39 biologically independent colon cancer specimen. Chi-square test for significance, *χ*^2^ = 11.5, *p* = 0.0032. **c** Scheme of the murine small intestine crypt–villus axis^63^. In the lower crypt, Lgr5^+^ stem cells (green) intersperse between Paneth cells (yellow). Stem cells produce progeny that proliferate and differentiate in the transit-amplifying (TA) zone. Terminally differentiated cells, e.g. enterocytes and goblet cells, move into the villus. Opposing gradients of Wnt and Bmp signaling specify proliferation and differentiation along the crypt–villus axis. **d** Representative immunofluorescence staining for Mll1 (red) on the small intestine of Lgr5-GFP mice reveals a gradual decrease in Mll1 expression from the crypt to villus. Stem cells marked by Lgr5-GFP (green), nuclei in blue (DAPI), scale bar 20 µm. Stainings were performed in five independent mice. **e** Magnification of the crypt region; upper panel, arrows mark stem cells with high Mll1 expression (red); bottom panel, asterisks mark Paneth cells stained by Mmp7 (yellow) with low Mll1 expression. E-cadherin (white) stains cell borders. Nuclei in blue (DAPI), scale bar 10 µm. **f** Quantification of Mll1 staining intensity in nuclei of crypt and villus cells, normalized to the mean Mll1 expression in TA cells located just above the stem cell niche (up to relative + 8 position), quantified from independent stainings of five mice. Data are presented as mean values ± 95% confidence interval, outliers are shown as single dots. Mann–Whitney test (two-tailed) for significance relative to stem cells, ***p = 0.0009, ****p < 0.0001. **g** *Mll1*, *Lgr5*, *Id2,* and *Axin2* mRNA expression in intestinal organoids of mice treated with 10 ng/ml and 100 ng/ml Bmp4 and 0.66 µg/ml recombinant Wnt3a for 24 h, *n* = 6 independent experiments for control and Wnt3a, *n* = 3 for 10 ng/ml Bmp4, *n* = 5 for 100 ng/ml Bmp4, two-tailed unpaired *t*-test, *Mll1* *p = 0.0329, ***p = 0.0001; *Lgr5* ****p < 0.0001, ***p = 0.0004; *Id2* ****p < 0.0001, ***p = 0.0008; *Axin2* *p = 0.0136, ****p < 0.0001, ***p = 0.0005. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

### Mll1 is highly expressed in Wnt-activated crypts and Lgr5^+^ intestinal stem cells

Lgr5^+^ intestinal stem cells have been identified as the cells-of-origin in colon cancer^14^. High Wnt activity (Wnt^high^) in the intestinal crypts sustains Lgr5^+^ stem cells that constantly produce secretory and absorptive progenitors. These progenitors migrate out of the Wnt^high^ niche and differentiate when they reach the villus compartment enriched for differentiation-inducing factors such as Bmp4^15,25^ (see schemes in Fig. 1c). We used immunofluorescence to examine the expression of the histone methyltransferase Mll1 along the crypt–villus axis of mice. Mll1 expression is high at the base of the crypt and in Ki67^+^ proliferating cells of the transit-amplifying (TA) zone. Mll1 is gradually lost towards the differentiated compartment (Fig. 1d and Supplementary Fig. 1h). We observed the highest expression of Mll1 in the stem cells which were identified by the Lgr5-EGFP-IRES-Cre^ERT2^ reporter^16^ (Fig. 1e, white arrows). Paneth cells were distinguished from adjacent stem cells by immunofluorescence for Mmp7^26^ (Fig. 1e, white asterisks). Quantitative immunofluorescence confirmed the strongest expression of Mll1 in Lgr5^+^ stem cells; it gradually decreased in the TA cells, Paneth cells, and enterocytes (Fig. 1f). A crypt–villus gradient was also observed for H3K4 tri-methylation (H3K4me3) (Supplementary Fig. 1i). We observed a similar distribution of Mll1, Ki67, and H3K4me3 in the mouse colon (Supplementary Fig. 1j–l).

The high expression of Mll1 in the Wnt^high^ crypt compartment and particularly in Lgr5^+^ stem cells suggested that Mll1 is crucial for stemness and is lost upon differentiation. The composition of growth factors that are essential for intestinal organoid cultures mimics the intestinal crypt stem cell niches^27^. Modulating stem cell niche properties in small intestinal organoids through the removal of Noggin and administration of Bmp4 led to a reduction of the expression of *Mll1*, accompanied by a repression of the stem cell gene *Lgr5* in a concentration-dependent manner (Fig. 1g). The activation of Bmp signaling and the triggering of differentiation was confirmed by our observation of an increase in the expression of the Bmp target gene *Id2*^28^. Stimulating Wnt activity by adding the Wnt ligand Wnt3a increased the expression of *Mll1* (Fig. 1g). Wnt3a treatment also increased the expression of the Wnt-regulated stem cell gene *Lgr5* and the classical Wnt target *Axin2*^11^ (Fig. 1g). Inverse Wnt/Bmp gradients define the crypt stem cell niches and the differentiated villus compartments of the intestinal epithelium^15,25^. Our data thus reveal that the opposing Wnt/Bmp gradients restrict Mll1 expression to the Wnt-activated crypt cells.

### Mll1 is required for the β-catenin^GOF^-induced intestinal tumorigenesis

We addressed the role of Mll1 in Wnt-driven intestinal tumorigenesis using a tamoxifen-inducible genetic mouse model^16,29^. Lgr5-EGFP-IRES-Cre^ERT2^; β-catenin^deltaEx3/+^ mice produce a stabilized oncogenic form of β-catenin (β-cat^GOF^, deleted for the N-terminal phosphorylation and ubiquitination sites) in Lgr5^+^ stem cells, which is known to induce tumorigenesis. We then crossed the Lgr5-EGFP-IRES-Cre^ERT2^; β-cat^GOF^ mice with Mll1^flox^ mice^30^ to ablate Mll1 specifically in the Lgr5^+^ stem cells. The activation of β-catenin and loss of Mll1 in stem cells was induced in Lgr5-EGFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^flox/+^ and Lgr5-EGFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^flox/flox^ mice by intraperitoneal injection of tamoxifen (hereafter called β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice). Mice were analyzed at several time points up to 100 days post-induction. The intestines of the β-cat^GOF^; Mll1^+/−^ mice became severely dysplastic within 30 days and developed adenomas which were highly proliferative, as indicated by Ki67 staining, and contained islets with high Mll1 expression (Fig. 2a, upper panel). In contrast, the homozygous deletion of Mll1 led to the normal crypt–villus structures in β-cat^GOF^; Mll1^−^^/−^ mice, with proliferation restricted to the crypt regions (Fig. 2a, lower panel). We observed Mll1-depleted crypts among non-recombined Mll1-expressing crypts (Fig. 2a, inset in the lower right image). Thus, the homozygous deletion of Mll1 prevented β-catenin^GOF^-induced intestinal tumorigenesis, as also shown by a Kaplan–Meier plot of tumor incidence (Fig. 2b).

**Fig. 2:**
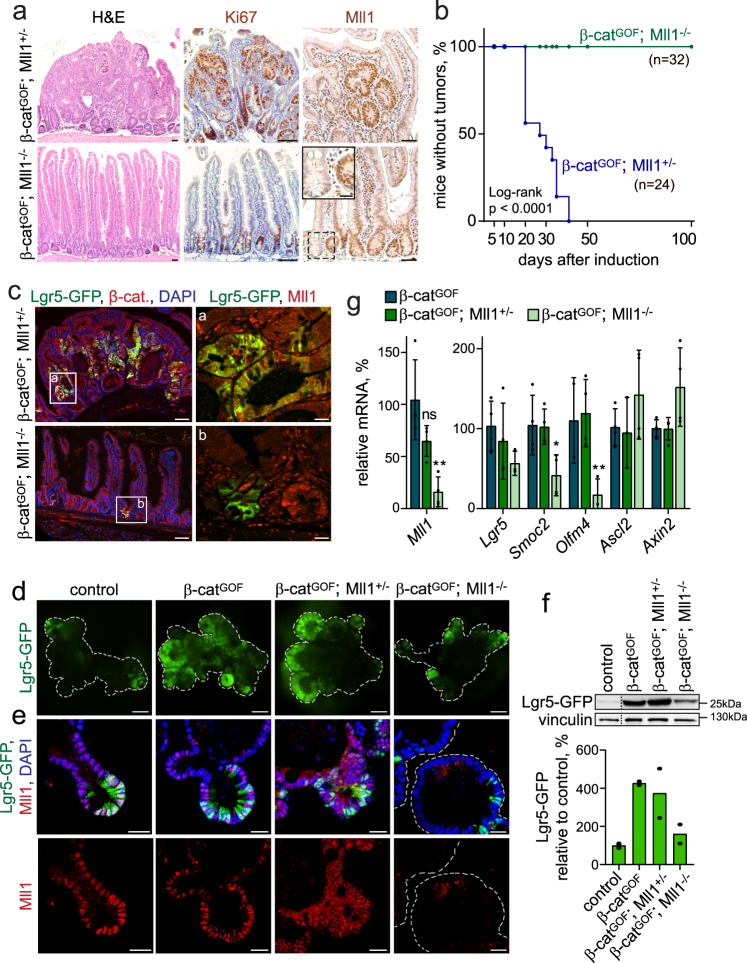
The β-catenin^GOF^-induced intestinal stem cell expansion and tumorigenesis depend on Mll1. **a** Sections of intestines of Lgr5-EGFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^+/−^ and Lgr5-EGFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^−/−^ mice, called β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^, at 30 days after induction with tamoxifen: H&E staining (left), scale bar 50 µm; Ki67 staining (middle), nuclei counterstained with hematoxylin, scale bar 100 µm; Mll1 immunohistochemistry (right), scale bar 50 µm, with the magnification of Mll1 knockout crypt in inset, scale bar 20 µm. Stainings were performed on sections of three independent mice per genotype. **b** Kaplan–Meier plot of tumor incidence in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice. **c** Immunofluorescence for Lgr5-GFP stem cells (green) and β-catenin (red) on intestinal sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice at day 30 after induction, scale bar 100 µm. Insets **a**, **b** immunostaining for Lgr5-GFP (green) and Mll1 (red) on serial sections, scale bar 20 µm. Stainings were performed on sections of three independent mice. **d** Fluorescence live imaging of non-induced (control) and tamoxifen-induced Lgr5-GFP-IRES-Cre^ERT2^; β-cat^GOF^, Lgr5-GFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^+/−^ and Lgr5-GFP-IRES-Cre^ERT2^; β-cat^GOF^; Mll1^−/−^ mouse intestinal organoids. Lgr5-GFP (green) marks intestinal stem cells, scale bars 100 µm. Representative images from three independent experiments with three biologically independent organoid lines. **e** Immunofluorescence staining for Lgr5-GFP (green) and Mll1 (red) on sections of organoids of the four genotypes, nuclei in blue (DAPI), scale bars 30 µm. Representative stainings from three independent experiments. **f** Western blot for Lgr5-GFP in control and tamoxifen-induced β-cat^GOF^, β-cat^GOF^; Mll1^+/−^, and β-cat^GOF^; Mll1^−/−^ organoids of mice, vinculin as a control for equal loading. Quantification of Lgr5-GFP protein levels in mutant organoids relative to controls below, *n* = 2 samples from two independent experiments processed in parallel for western blotting. **g** mRNA expression of *Mll1* and intestinal stem cell genes in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mouse organoids relative to β-cat^GOF^ organoids, *n* = 4 independent experiments, two-tailed unpaired *t*-test, *Mll1* **p = 0.005, *Smoc2* *p = 0.032, *Olfm4* **p = 0.037. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

### Mll1 sustains the β-catenin^GOF^-driven tumorigenic Lgr5^+^ stem cell expansion

The dysplastic tissue in the β-cat^GOF^; Mll1^+/−^ intestines showed an expansion of Lgr5-GFP^+^ stem cells (Fig. 2c, upper picture, Supplementary Fig. 2a) and an increase in the stem cell genes *Lgr5*, *Smoc2*, and *Cd44* (Supplementary Fig. 2b). The stem cell expansion in β-cat^GOF^ tumorous intestines was associated with an increase in Mll1 protein levels (Supplementary Fig. 2c, the mutant β-catenin allele is marked by an arrow, quantification is shown below). Specifically, tumor cells with high levels of β-catenin expressed high nuclear levels of Mll1 (Supplementary Fig. 2d; green arrows mark β-catenin^high^ cells, white arrowheads indicate β-catenin^low^ cells). Remarkably, the homozygous loss of Mll1 prevented the Wnt/β-catenin-mediated expansion of stem cells (Fig. 2c, lower picture). A LacZ reporter allele^31^ allowed us to trace recombined cells and their progeny. Equal recombination was observed at day 5 in 25% of crypts (Supplementary Fig. 2e, upper row, quantification in f). Subsequently, the mutant cells in β-cat^GOF^; Mll1^+/−^ mice expanded at day 10 and formed LacZ^+^ dysplasia at day 30 (Supplementary Fig. 2e, middle and lower left pictures, quantification in f). In contrast, β-cat^GOF^; Mll1^−/−^ mice showed a gradual reduction of LacZ^+^ cells down to 10% over time (Supplementary Fig. 2e, lower right picture, quantification in f). At 30 days, the β-cat^GOF^; Mll1^−/−^ mice exhibited crypts with LacZ^+^ long-lived Paneth cells interspersed with non-mutant (LacZ^−^) stem cells (Supplementary Fig. 2g, marked by an arrow). Furthermore, we observed crypts that were normally shaped and depleted of Mll1 but with nuclear β-catenin (β-cat^GOF^) and positive for Lgr5-GFP; they exhibited a slight reduction in proliferation, as seen by a decrease in the incorporation of BrdU (Fig. 2c, lower picture, Supplementary Fig. 2h, i). Apoptosis was not detected in β-cat^GOF^; Mll1^−/−^ crypts (Supplementary Fig. 2j).

Intestinal organoids established from Lgr5-EGFP-IRES-Cre^ERT2^ mice recapitulated the pattern of Mll1 expression observed in control (wildtype) intestines: highest expression is seen in Wnt-dependent Lgr5-GFP^+^ stem cells (Fig. 2d, e, left panel). Organoids from β-cat^GOF^, β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice were mutated in culture by in vitro recombination with 4-hydroxy-tamoxifen. All β-cat^GOF^ organoids grew independently of R-spondin1 (Supplementary Fig. 2k). β-cat^GOF^ induced a strong expansion of Lgr5-GFP^+^ stem cells (Fig. 2d, e, second panel). This expansion was maintained in organoids with heterozygous deletion of Mll1, β-cat^GOF^; Mll1^+/−^ (Fig. 2d, e, third panel). In contrast, homozygous deletion of Mll1, β-cat^GOF^; Mll1^−/−^, prevented the expansion of the stem cell population (Fig. 2d, e, fourth panel). Western blotting for Lgr5-GFP confirmed the stem cell expansion phenotype (Fig. 2f, quantification below). β-cat^GOF^; Mll1^−/−^ organoids exhibited a decrease in the expression of the intestinal stem cell genes *Lgr5*, *Smoc2*, and *Olfm4* (Fig. 2g). The expression of the Wnt-regulated stem cell gene *Ascl2*^32^ and the classical Wnt target gene *Axin2*^11^ were unaffected by deletion of Mll1 (Fig. 2g). Single β-cat^GOF^; Mll1^−/−^ cells re-formed spheroid-shaped organoids over many passages with high efficiency (Supplementary Fig. 2l), demonstrating the proliferative potential and self-renewal capacity of Mll1-deficient β-cat^GOF^ cells. From the seventh passage on, β-cat^GOF^; Mll1^−/−^ cells formed less organoids, which were smaller and acquired a thick-walled shape (Supplementary Fig. 2m), indicating differentiation and progressive exhaustion of stemness upon loss of Mll1.

Under non-oncogenic conditions without genetic stabilization of β-catenin, mutant Mll1^−/−^ stem cells produced progeny up to 20 days after the induction of mutagenesis, as seen by LacZ lineage tracing in Mll1^−/−^ mice (Supplementary Fig. 3a, quantification on the right). From 20 days onwards, Mll1^−/−^ crypts were progressively lost, but a substantial number of Mll1^−/−^ crypts persisted beyond 50 days after induction (Supplementary Fig. 3b, quantification on the right). The Mll1^−/−^ mice did not show any obvious abnormalities, the intestinal epithelium remained intact, and the overall organ function was not visibly impeded. In summary, these data demonstrate by genetic means that Mll1 is essential for the β-cat^GOF^-dependent stem cell expansion and tumorigenesis. The loss of Mll1 did not interfere with β-cat^GOF^ function per se, but β-cat^GOF^; Mll1^−/−^ stem cells progressively lost their self-renewal capacity. This indicates that Mll1 is crucial to maintain the stemness of β-catenin-activated intestinal stem cells.

### Ablation of Mll1 induces differentiation of β-catenin-activated stem cells

We isolated the Lgr5-GFP^+^ intestinal stem cells from β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice using FACS and analyzed transcriptomic changes by RNA sequencing. This revealed that β-cat^GOF^; Mll1^+/−^ stem cells became Paneth cell-like, which was caused by high Wnt activity due to the β-cat^GOF^ mutation^33^. 

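By the labels and the paper's methods, each library was made from 300 sorted cells of 1 mouse. Cells were taken 10 days after the induction of the mutations with tamoxifen, and 4 mice were labelled with each genotype. The libraries followed the Smart-seq2 protocol, which amplifies cDNA copied from polyadenylated RNA and carries no molecular identifiers, so reads are not independent molecules and the floors given here cover counting error only. The authors aligned the reads to mm10 with GSNAP, counted the uniquely mapped reads on each gene of Ensembl release 92 with featureCounts without using the strand, and deposited these counts without normalization, together with a second table in which the counts of each library are divided by 1 size factor. Reads that overlapped more than 1 gene were left out of the counts. Between 15235581 and 16526935 counts on genes were found per library labelled β-cat GOF; Mll1-/- (median 15992247) and between 14468751 and 16847793 per library labelled β-cat GOF; Mll1+/- (median 15718579). The paper's methods give 30mio reads as the average depth, and the values here use the counts on genes. Mitochondrial genes held 17.1 to 30.1% of them. Expression of single genes is given in CPM, the counts of a gene relative to the TMM-scaled counts of its library, as the mean ± SD of the 4 libraries of a genotype, and a floor of 3 counts lay between 0.162 and 0.241 CPM in the libraries. Genes were compared with edgeR's quasi-likelihood test, two-sided and with Benjamini-Hochberg adjustment over the 16445 genes that passed its filter on low counts, and an adjusted p under 0.1, the false discovery rate of the paper's methods, was taken as a difference. Lists of marker genes were compared with limma's camera test, adjusted over 7 lists with a threshold of 0.05. The library numbers in the header of the count table form 2 runs, mice J_7075, J_7079, J_7096 and J_7100 and mice J_7134, J_7135, J_7136 and J_7139, and each run holds 2 libraries of each genotype. Mll1 is encoded by *Kmt2a* (ENSMUSG00000002028), which lies on chromosome 9 of GRCm38 from 44803355 to 44881296. In the libraries labelled β-cat GOF; Mll1-/-, *Kmt2a* was at 59.5 CPM in J_7075, 62.6 CPM in J_7096, 78.5 CPM in J_7135 and 53.5 CPM in J_7136. In the libraries labelled β-cat GOF; Mll1+/-, it was at 50.2 CPM in J_7079, 64.9 CPM in J_7100, 51.2 CPM in J_7134 and 48.9 CPM in J_7139. The means of 63.5 ± 10.7 and 53.8 ± 7.45 CPM (SD, n = 4 each) gave a log2 fold change of 0.24 (standard error 0.17, adjusted p = 0.710, edgeR), so the *Kmt2a* count was not lower in the libraries labelled β-cat GOF; Mll1-/-. The counts are summed over the whole gene and do not separate exons, and the libraries are named by their labels for this reason. A count that is not lower therefore does not show that *Kmt2a* was intact. By immunostaining, the paper found Mll1-depleted crypts beside non-recombined ones in β-cat GOF; Mll1-/- mice. It also found recombination in only a part of the crypts. The sorted cells may thus include unrecombined ones, whose share was not measured here. Sex is not labelled, and Xist and Y-linked transcripts were unequal between the genotypes: in the first run, both libraries labelled β-cat GOF; Mll1-/- held Y-linked transcripts and both β-cat GOF; Mll1+/- libraries held Xist. Library J_7135 lay apart from the other libraries, with a Spearman correlation over genes of at most 0.909 to any of them, while each of the others reached at least 0.947 with its nearest library. J_7135 also held both Xist and Y-linked transcripts, so it may not stem from 1 mouse alone.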

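The Paneth cell genes were ranked by their mean CPM in the 4 libraries labelled β-cat GOF; Mll1+/- among the 35767 genes with at least 1 count in them. *Defa24*, a Paneth cell defensin (ENSMUSG00000064213), ranked 17 with 2524 ± 958 CPM (SD, n = 4), and the intestinal stem cell gene *Olfm4* ranked 5. *Lyz1* ranked 306, *Defa17* ranked 884 and *Mmp7* ranked 937. *Mptx2* ranked 1589 with 99.4 ± 63.8 CPM (SD, n = 4), and *Defa5* ranked 13603. No library without the β-cat GOF mutation was analysed here, so these ranks describe the β-cat GOF; Mll1+/- libraries alone and give no difference to cells with unmutated β-catenin.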

Immunofluorescence of β-cat^GOF^; Mll1^+/−^ tumor sections and RT-PCR analysis of β-cat^GOF^-mutants revealed a strong expression of the Paneth cell marker Mmp7^26^ (Fig. 3a). 

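Of the 16445 genes tested between the genotypes, 14 had an adjusted p under 0.1 (edgeR), of which 8 were higher and 6 were lower in the libraries labelled β-cat GOF; Mll1-/-, whose *Kmt2a* counts were not lower. The smallest adjusted p was 0.0918, so that 0 genes passed 0.05. An unadjusted p under 0.05 was reached by 1505 genes, 888 higher and 617 lower, where 822 are reached by chance. In 1032 genes, or 6.28% of those tested, every library of one genotype lay above every library of the other, while 2.86% do so by chance. For such a gene, the exact two-sided permutation test of 4 libraries against 4 gives p = 0.0286, the smallest it can give. The 8 higher genes were *Gm29797*, *Rbp4*, *Smim3*, *Bex1*, *Lgals3*, *Gm9844*, *Tmsb10* and *Cplx2*. *Gm29797* had 25 counts in J_7079 and 0 counts in the other β-cat GOF; Mll1+/- libraries, and between 22.0 and 94.1 CPM in the libraries labelled β-cat GOF; Mll1-/-. *Gm9844* is annotated as a protein-coding gene that shares 73.8% of its 31-base words with the transcripts of *Tmsb10*, so the 2 genes can exchange reads and are uncertain as separate genes. The 6 lower genes were *Foxa1*, *Agr3*, *Fam183b*, *Rnf149*, *Soat1* and *Stk39*. Among the alternatives set before the data were examined, the DESeq2 Wald test without a prior moved the number of genes most, to 406 genes with 244 higher and 162 lower, and the 14 genes were all among them. In the other direction, 6 of the 8 fits that each left out 1 library gave 0 genes, with 1189 to 1847 at an unadjusted p under 0.05.

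**Figure D1:**
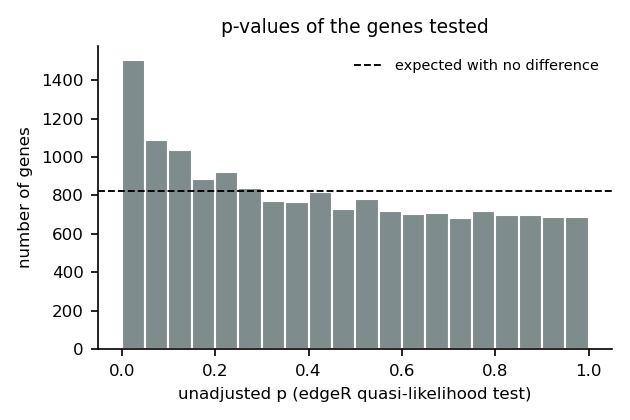
Number of genes (vertical axis) by unadjusted p of edgeR's quasi-likelihood test (horizontal axis, in steps of 0.05) for the 16445 genes tested, and the number with no difference between genotypes as a dashed line. The first bar holds 1505 genes and the line lies at 822.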

A volcano plot of the differentially expressed genes in β cat^GOF^; Mll1^−/−^ versus β-cat^GOF^; Mll1^+/−^ stem cells showed both up- and downregulation of genes (Fig. 3b and Supplementary Data 1). This included a global increase in the expression of goblet cell-specific genes, among these *Tff3* (*Itf*) and *Muc2*^34^. 

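The list of 44 goblet cell marker genes was fixed before the counts were seen. It shares genes such as *Muc2* and *Tff3* with those that the paper labels in Fig. 3b, so it is not independent of the paper's comparison. The filter was passed by 40 of the 44 genes. Of these, 30 were higher and 10 were lower in the libraries labelled β-cat GOF; Mll1-/-, in which the *Kmt2a* count was not reduced. Their median log2 fold change was 0.53 (camera, adjusted p = 8.8e-07, limma). The mean of the list was higher in each of the 4 libraries labelled β-cat GOF; Mll1-/- than in each β-cat GOF; Mll1+/- library (exact two-sided permutation test, p = 0.0286, and 0.1 after adjustment over the 7 lists). The difference between the genotypes in the mean log2 CPM of the list was 0.56 in the first library run and 0.62 in the second. Of the alternatives, the set of genes that the paper labels as goblet cell-specific in Fig. 3b moved the median most, to 0.86. This set is read from a plot of the same comparison and is not independent of it. Without J_7135, the median fell to 0.28. Adjusted over the list alone, 14 of the 40 genes passed 0.1. Over all genes tested, 0 of them passed, and 15 had an unadjusted p under 0.05. Among the 14 genes, *Zg16* was lower, with a log2 fold change of -4.03 (standard error 1.23, adjusted p = 0.385, edgeR). *Muc2* (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693) was at 41.2 ± 27.2 CPM in the libraries labelled β-cat GOF; Mll1-/- and 10.7 ± 3.28 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each). Its log2 fold change was 1.94 (standard error 0.43, adjusted p = 0.202, edgeR), and the log2 differences within the library runs were 1.19 and 2.39. J_7135 held 81.8 CPM of *Muc2*, and the other libraries of its genotype held 25.4 to 31.8 CPM. *Tff3* (ENSMUSG00000024029, chromosome 17 from 31125306 to 31129646) was at 292 ± 122 and 137 ± 51.2 CPM (SD, n = 4 each), and the libraries of the genotypes overlapped. Its log2 fold change was 1.09 (standard error 0.34, adjusted p = 0.407, edgeR), with 0.55 in the first run and 1.59 in the second. With adjustment over the 59 tested genes that the paper or the rule in the processing summary names, the adjusted p was 0.0034 for *Muc2* and 0.018 for *Tff3* (edgeR). Part of these genes was named because they changed in the same libraries, which makes this adjusted p smaller than for a list chosen without the data. The libraries of the genotypes did not overlap for *Guca2a* (log2 fold change 1.89), *Klf4* (1.19) and *Cldn4* (1.34), while they overlapped for *Agr2* (0.93), *Foxa3* (0.53) and *Reg4* (0.32). *Spink4* went the other way with -0.54.

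**Figure D2:**
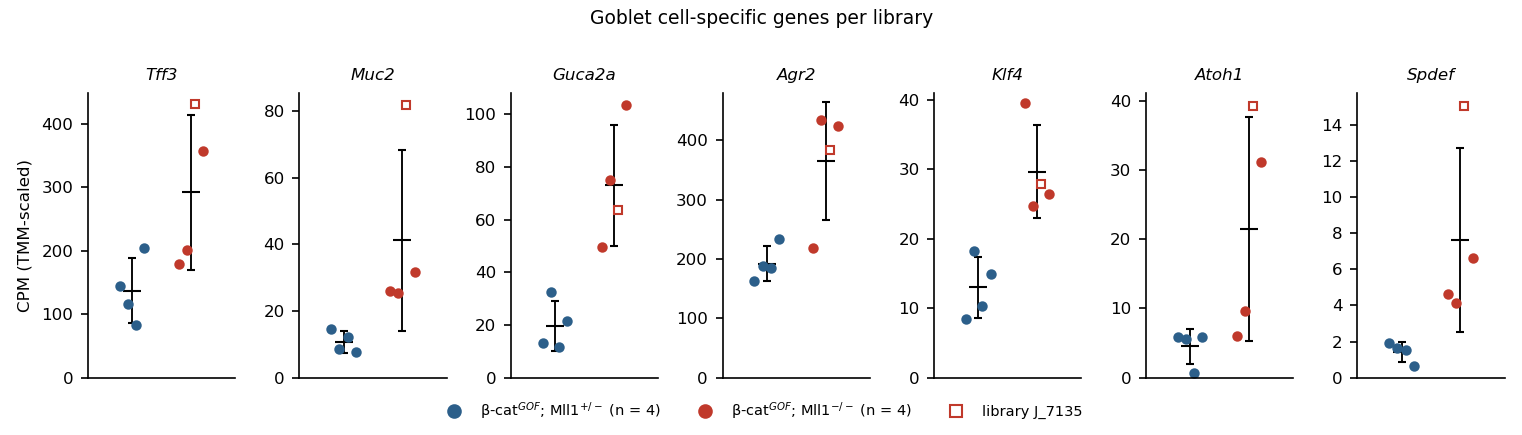
CPM (vertical axes, from 0) of 7 goblet cell genes in each library of the β-cat GOF; Mll1+/- genotype and in each library labelled β-cat GOF; Mll1-/-, with the mean and SD of 4 libraries as bars and J_7135 as an open square. *Muc2* lies between 7.62 and 14.7 CPM in the β-cat GOF; Mll1+/- libraries and between 25.4 and 81.8 CPM in the libraries labelled β-cat GOF; Mll1-/-.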

Downregulated genes included specific markers of Paneth cells, e.g., *Defa5*, *Defa17*, *Lyz1*^26^, indicating that ablation of Mll1 shifted the Paneth-like identity of β-cat^GOF^ stem cells towards a goblet cell fate. 

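Of 22 Paneth cell marker genes listed, 21 were tested, of which 17 were lower and 4 were higher in the libraries labelled β-cat GOF; Mll1-/-, where *Kmt2a* itself was not lower. Their median log2 fold change was -1.12 (camera, adjusted p = 1.35e-06, limma). The list means of the libraries overlapped between the genotypes (exact two-sided permutation test, p = 0.0571, and 0.133 after adjustment over the 7 lists). The genotypes differed by -0.68 in the first library run and by -1.01 in the second. The list shares genes such as *Defa17* and *Lyz1* with those that the paper labels in Fig. 3b, so it is not independent of the paper's comparison. Adjusted over the list alone, 13 genes passed 0.1. Over all genes tested, 0 passed, and 13 had an unadjusted p under 0.05. With the correlation between genes estimated from the data in place of 0.01, the median was the same and the adjusted p of camera rose to 0.197 (limma), the highest over the alternatives, whose lowest was 8.86e-10. The 11 defensins of the list were all lower, with a median of -1.36. Under the other scalings tried they were also all lower, with medians from -1.37 to -1.35. These scalings move all genes nearly alike and by little, so they hardly test the direction. The 10 other genes had a median of -0.18, and 6 of them were lower. Within the list, *Itln1* (-1.00) and *Mptx2* (-1.74) of these 10 passed 0.1 as lower and *Mmp7* passed as higher. Transcripts of the defensins share a median of 90.8% of their 31-base words with other defensins, so reads can be split between members of the family and the values of single members are uncertain. *Defa17* (ENSMUSG00000060208, chromosome 8 from 21655780 to 21656735) was at 47.0 ± 6.68 CPM in the libraries labelled β-cat GOF; Mll1-/- and 155 ± 80.5 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each), without overlap. Its log2 fold change was -1.72 (standard error 0.34, adjusted p = 0.192, edgeR), and it was -1.54 and -1.62 within the runs. *Defa5* (ENSMUSG00000074439, chromosome 8 from 21297439 to 21298375) was at 0.667 ± 0.226 and 1.76 ± 0.986 CPM (SD, n = 4 each), from 6 to 35 counts per library. The libraries overlapped, and the log2 fold change of *Defa5* was -1.39 (standard error 0.58, adjusted p = 0.526, edgeR). Within the runs, *Defa5* differed by -1.43 and -0.83. *Lyz1* (ENSMUSG00000069515, chromosome 10 from 117287797 to 117292868) was at 195 ± 66.2 and 325 ± 193 CPM (SD, n = 4 each). The difference in *Lyz1*, a log2 fold change of -0.73 (standard error 0.41, adjusted p = 0.637, edgeR), was smaller than the SD of the β-cat GOF; Mll1+/- libraries, and was -0.39 and -0.82 within the runs.

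**Figure D3:**
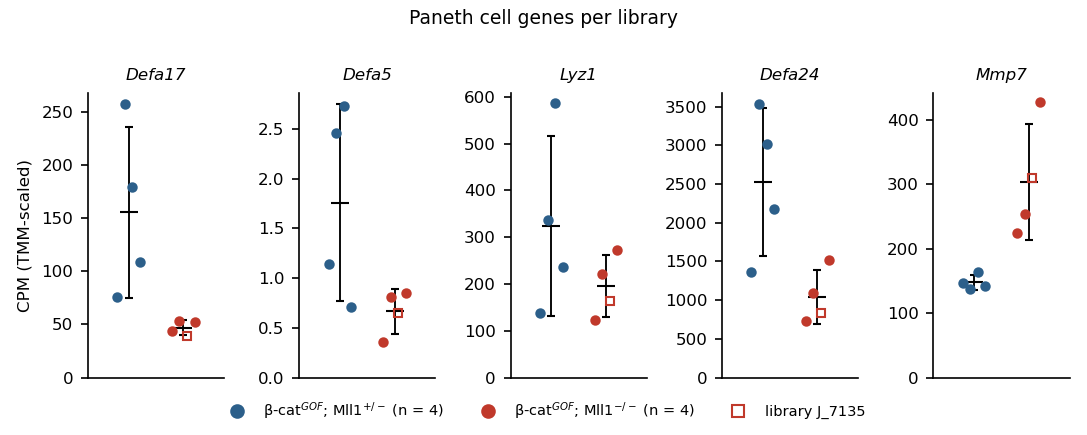
CPM (vertical axes, from 0) of 5 Paneth cell genes in each library of the β-cat GOF; Mll1+/- genotype and in each library labelled β-cat GOF; Mll1-/-, with the mean and SD of 4 libraries as bars and J_7135 as an open square. *Defa17* lies between 39.5 and 53.1 CPM in the libraries labelled β-cat GOF; Mll1-/- and between 75.6 and 257 CPM in the β-cat GOF; Mll1+/- libraries, and *Mmp7* goes the other way.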

Genes specific for enteroendocrine and tuft cells did not undergo major changes (Supplementary Fig. 3c). β-cat^GOF^; Mll1^−/−^ stem cells exhibited a strongly increased expression of *Atoh1*, a transcription factor essential for secretory lineage determination^35^, and its target gene *Spdef*, which instructs secretory cell differentiation in Paneth and goblet cells^36,37^ (Fig. 3b). 

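Of 35 enteroendocrine cell marker genes listed, 16 were tested, and their median log2 fold change was -1.32 (camera, adjusted p = 0.146, limma), with 12 genes lower and 4 higher in the libraries labelled β-cat GOF; Mll1-/-, which did not have lower *Kmt2a* counts. The list means gave an exact two-sided permutation p = 0.257, and the genotypes differed by -1.37 in the first library run and -0.32 in the second. Where only genes with at least 10 counts in every library were kept, 4 genes remained in the list and their median was 0.89. This filter leaves out *Chga* and *Chgb*, which have few counts in one genotype. It also leaves out genes such as *Neurod1* and *Insm1*, which are near 0 in libraries of both genotypes. The change of sign follows at least in part from the filter. *Chga* was at least 14.8-fold lower in the libraries labelled β-cat GOF; Mll1-/-, which had at most 3 counts. In the β-cat GOF; Mll1+/- libraries, J_7100 held 8.02 CPM of *Chga* and the others held 0.778 to 0.882 CPM. The 14.8-fold limit is taken from the mean of these libraries, so it rests mostly on J_7100 and is smaller without it. *Chgb* had a log2 fold change of -4.98 (standard error 0.88, adjusted p = 0.139, edgeR). *Cplx2* was higher, at 22.9 ± 6.18 against 7.24 ± 0.678 CPM (SD, n = 4 each), with an adjusted p of 0.0973 (edgeR), and was the only listed enteroendocrine gene past 0.1 over all genes tested. Adjusted over the list alone, 4 genes passed. Of 37 tuft cell marker genes, 12 were tested, and their median was 0.26 (camera, adjusted p = 0.585, limma). The tuft list differed by 0.36 and -0.16 within the runs, and 1 of its genes, *Krt23*, passed 0.1 over the list and 0 over all genes, where 2 had an unadjusted p under 0.05. *Atoh1* (ENSMUSG00000073043, chromosome 6 from 64729125 to 64731245) was at 21.5 ± 16.2 CPM in the libraries labelled β-cat GOF; Mll1-/- and 4.52 ± 2.54 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each), without overlap. Its log2 fold change was 2.24 (standard error 0.73, adjusted p = 0.429, edgeR). The *Atoh1* difference was 0.40 in the first run and 3.96 in the second, and J_7134 held 0.722 CPM while the other β-cat GOF; Mll1+/- libraries held 5.55 to 5.92 CPM. With each library left out in turn, the log2 fold change of *Atoh1* was between 1.77 and 2.54. *Spdef* (ENSMUSG00000024215, chromosome 17 from 27714352 to 27728951) was at 7.62 ± 5.09 and 1.43 ± 0.546 CPM (SD, n = 4 each), again without overlap. Its log2 fold change was 2.41 (standard error 0.53, adjusted p = 0.205, edgeR), with 1.26 and 3.17 within the runs. Adjusted over the named genes alone, which were partly chosen from these libraries, the adjusted p was 0.021 for *Atoh1* and 0.0034 for *Spdef* (edgeR).

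**Figure D4:**
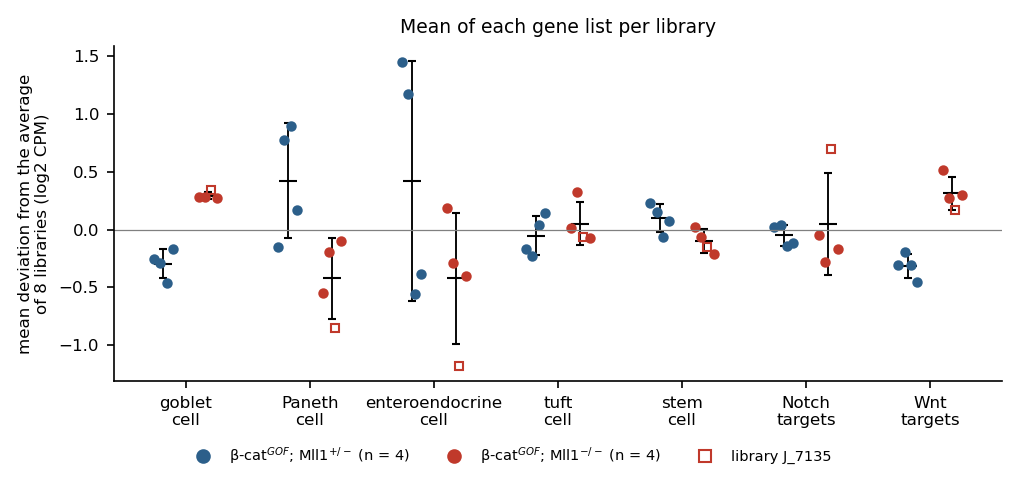
Mean deviation of the genes of each list from their average over the 8 libraries, in log2 CPM (vertical axis), for 7 gene lists (horizontal axis) in each library, with the mean and SD of 4 libraries as bars and J_7135 as an open square. The goblet list lies between 0.27 and 0.34 in the libraries labelled β-cat GOF; Mll1-/-, and the enteroendocrine list lies between -0.56 and 1.454 in the β-cat GOF; Mll1+/- libraries.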

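*Hes1* (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) was at 710 ± 127 CPM in the libraries labelled β-cat GOF; Mll1-/- and 595 ± 47.5 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each). The libraries of the genotypes overlapped, and the log2 fold change was 0.25 (standard error 0.13, adjusted p = 0.616, edgeR). The *Hes1* differences within the library runs were 0.20 and 0.28. Under the alternatives chosen in advance, the log2 fold change of *Hes1* lay between 0.13 and 0.34. The direction is given by the labels, since the *Kmt2a* counts, which are summed over all exons, did not separate the genotypes.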

The expression of *Hes1*, a Notch-controlled transcription factor that represses *Atoh1* expression^38^, was not downregulated in the β-cat^GOF^; Mll1^−/−^ stem cells. There were also no decreases in other Notch target genes such as *Hes5* and *Hey1* (Supplementary Data 1), which means that the upregulation of *Atoh1* occurs independently of a global decrease in Notch signaling. 

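*Hes5* (ENSMUSG00000048001) had 6, 0, 29 and 5 counts in the libraries labelled β-cat GOF; Mll1-/- and 0, 6, 5 and 0 counts in the β-cat GOF; Mll1+/- libraries, and 31.8% of its exonic bases overlap *Gm20421*. *Hey1* (ENSMUSG00000040289) had 6, 7, 0 and 1 counts and 7, 4, 0 and 2 counts, in the same order. Both genes fell below the filter on low counts, and a change of either gene was not detectable at this depth. Of 16 Notch target genes listed, 9 were tested, and their median log2 fold change was 0.12 (camera, adjusted p = 0.719, limma), with 5 higher and 4 lower in the libraries labelled β-cat GOF; Mll1-/-, whose label is not mirrored by lower *Kmt2a* counts. The list differed by -0.19 in the first library run and 0.39 in the second (exact two-sided permutation test over both, p = 0.914). The median changed sign under limma-voom with sample quality weights, to -0.04. Adjusted over the list alone, *Olfm4*, *Ccnd1* and *Hes6* passed 0.1, *Olfm4* as lower and the other 2 as higher. Over all genes tested, 0 of the 9 genes passed, and 3 had an unadjusted p under 0.05. The 9 genes include the receptors *Notch1* and *Notch3*, so the list does not measure the output of Notch signaling alone.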

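*Mmp7* (ENSMUSG00000018623, chromosome 9 from 7692090 to 7699585) was at 304 ± 89.7 CPM in the libraries labelled β-cat GOF; Mll1-/- and 148 ± 11.7 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each), and every library of the first genotype was above every library of the second. The log2 fold change was 1.04 (standard error 0.19, adjusted p = 0.154, edgeR), and 0.0014 when adjusted over the named genes alone, part of which these libraries selected. It was 0.75 in the first library run and 1.25 in the second. *Mmp7* was among the 4 genes of the Paneth list that were higher, and 11.5% of its exonic bases overlap *AV064505*, whose shared reads are not counted. *Kmt2a*, on the same chromosome, was not lower in these libraries.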

The Paneth cell gene *Mmp7* was increased in β-cat^GOF^; Mll1^−/−^ stem cells, indicating priming towards a mixed Paneth-goblet state. Mll1-deficient crypts of β-cat^GOF^; Mll1^−/−^ mutant mice exhibited large cells that were double-positive for Paneth cell (Mmp7 and Lyz) and goblet cell markers (Alcian blue (mucin) and ITF) (right crypt in Fig. 3c). Such Paneth-goblet intermediate cells were not observed in adjacent non-recombined Mll1-expressing crypts on the same section (left crypt in Fig. 3c).

**Fig. 3:**
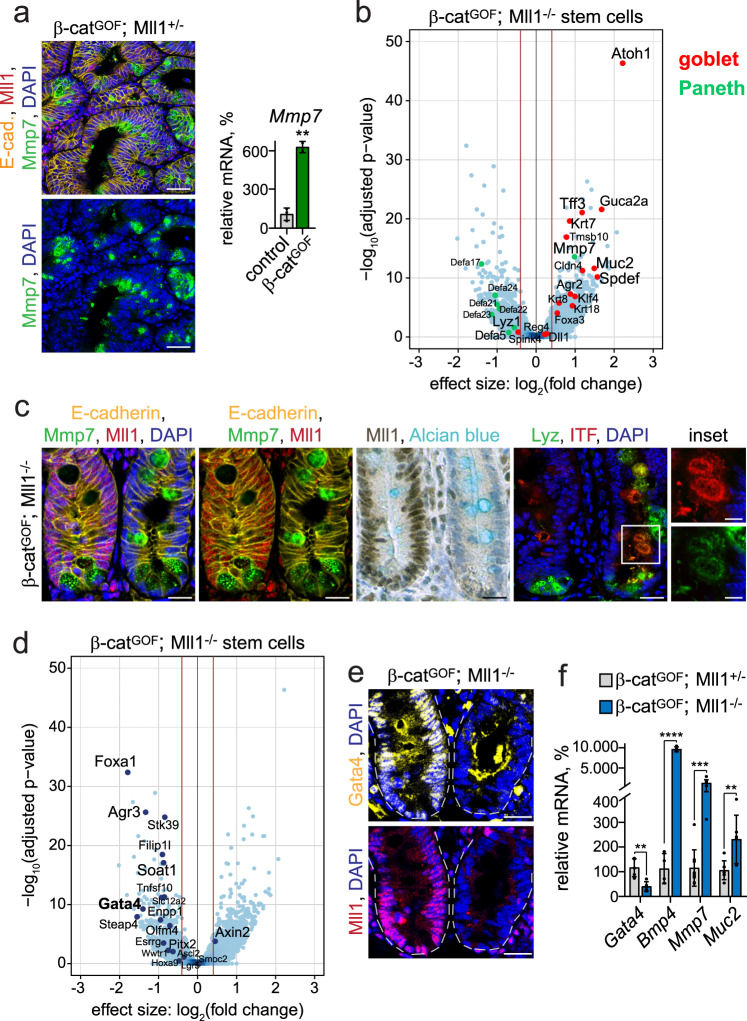
The ablation of Mll1 induces differentiation. **a** Left: Immunostaining for Mmp7 (green) and Mll1 (red) on β-cat^GOF^; Mll1^+/−^ tumor sections, scale bars 50 µm. Nuclei stained with DAPI (blue), E-cadherin (yellow) stains cell borders. Right: mRNA expression of *Mmp7* in control and β-cat^GOF^ intestines, *n* = 3 independent mice, two-tailed unpaired *t*-test, **p = 0.0012. Data are presented as mean values ± SD. **b** Volcano plot of differentially expressed genes in β-cat^GOF^; Mll1^−/−^ relative to β-cat^GOF^; Mll1^+/−^ Lgr5-GFP^+^ stem cells isolated from four independent mice each, represented as blue dots. Cut-off log_2_ fold-change ≥ 0.5. Goblet and Paneth cell-specific genes^78^ are marked in red and green, respectively, and indicated by names. **c** Immunostaining on sections of adjacent non-recombined (left) and recombined (right) small intestinal crypts in β-cat^GOF^; Mll1^−/−^ mice, left: for Mmp7 (green) and Mll1 (red), middle: for Mll1 (brown) and Alcian blue; nuclear counterstaining with hematoxylin. Right: immunostaining for Lyz (green) and ITF (red), scale bar 20 µm. Insets on the right: magnifications of mutant double-positive cells, scale bars 10 µm. Nuclei stained with DAPI (blue), E-cadherin (yellow) stains cell borders. Stainings were performed in two independent mice per genotype. **d** Volcano plot of differentially expressed stem cell genes and transcription factors in β-cat^GOF^; Mll1^−/−^ relative to β-cat^GOF^; Mll1^+/−^ Lgr5-GFP^+^ stem cells isolated from four independent mice each, represented as dark blue dots. Cut-off log_2_ fold-change ≥ 0.5. **e** Immunostaining for Gata4 (yellow, upper panel) and Mll1 (red, lower panel) on sections of adjacent non-recombined (left) and recombined (right) small intestinal crypts in β-cat^GOF^; Mll1^−/−^ mice, scale bars 20 µm. Nuclei stained with DAPI (blue). Stainings were performed on sections of six independent mice. **f** mRNA expression of *Gata4*, *Bmp4* (*n* = 4 independent experiments) and the secretory differentiation markers *Mmp7* and *Muc2* (*n* = 7 independent experiments) in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, two-tailed unpaired *t*-test, *Gata4* **p = 0.0032, *Bmp4* ****p < 0.0001, *Mmp7* ***p = 0.001, *Muc2* **p = 0.0096. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

RNA sequencing of the sorted Lgr5-GFP^+^ stem cells also revealed that β-cat^GOF^; Mll1^−/−^ stem cells exhibited a decreased expression of several transcription factors and stem cell genes. 

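Of 30 intestinal stem cell marker genes listed, 29 were tested, of which 19 were lower and 10 were higher in the libraries labelled β-cat GOF; Mll1-/-, in which *Kmt2a* was not lower. Their median log2 fold change was -0.15 (camera, adjusted p = 0.0211, limma). The list means overlapped between the genotypes (exact two-sided permutation test, p = 0.0857, and 0.15 after adjustment over the 7 lists), and the genotypes differed by -0.21 and -0.19 within the library runs. The list did not pass 0.05 under 6 of its 21 tested settings, and the adjusted p over these settings ranged from 0.00184 to 0.197. *Soat1* was the only listed gene past 0.1 over all genes tested, and 7 genes passed when adjusted over the list alone, of which *Axin2* was higher. *Soat1*, *Stk39* and *Agr3*, which are marked in Fig. 3d, had log2 fold changes of -0.92, -0.91 and -1.503, each with an adjusted p of 0.0918 (edgeR), and did not overlap between genotypes. *Slc12a2* was at 1418 ± 291 CPM in the libraries labelled β-cat GOF; Mll1-/- and 2596 ± 331 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each), a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.151, edgeR). *Enpp1* and *Tnfsf10* had log2 fold changes of -1.08 and -0.91, both without overlap. *Steap4* was at least 10.3-fold lower, since its counts were at most 2 in the libraries labelled β-cat GOF; Mll1-/-. The libraries overlapped for *Esrrg* (log2 fold change -1.31), *Wwtr1* (-0.90) and *Ascl2* (-0.40). *Hoxa9* fell below the filter, and 1 β-cat GOF; Mll1+/- library held most of its counts.

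**Figure D5:**
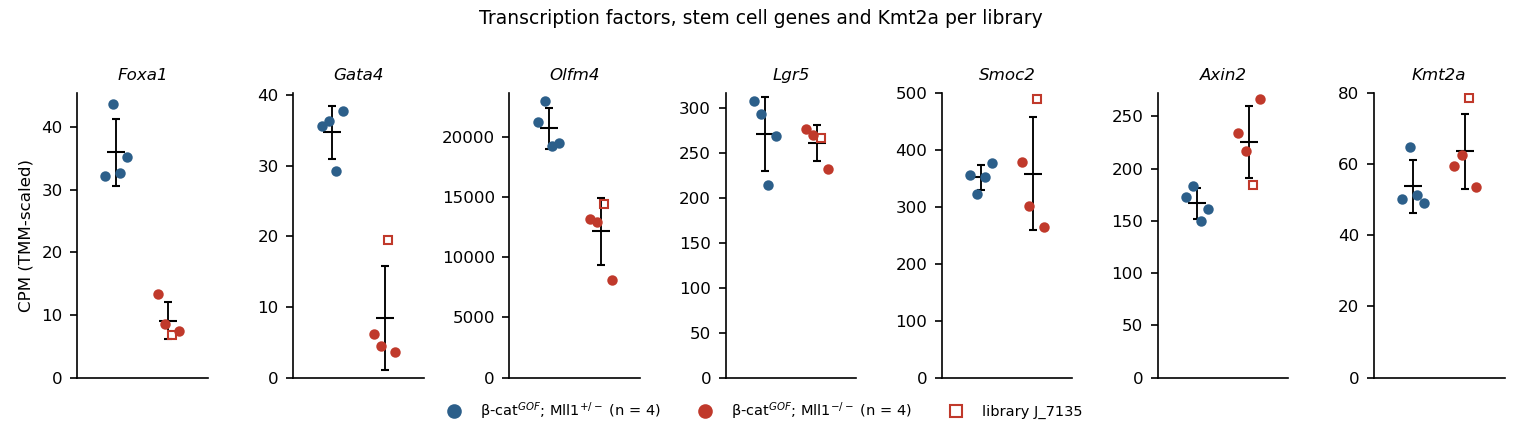
CPM (vertical axes, from 0) of transcription factors, stem cell genes, *Axin2* and *Kmt2a* in each library of the β-cat GOF; Mll1+/- genotype and in each library labelled β-cat GOF; Mll1-/-, with the mean and SD of 4 libraries as bars and J_7135 as an open square. *Foxa1* lies between 6.81 and 13.4 CPM in the libraries labelled β-cat GOF; Mll1-/- and between 32.3 and 43.7 CPM in the β-cat GOF; Mll1+/- libraries, and the *Kmt2a* values overlap.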

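*Olfm4* (ENSMUSG00000022026, chromosome 14 from 79984081 to 80023139) was at 12160 ± 2796 CPM in the libraries labelled β-cat GOF; Mll1-/- and 20741 ± 1705 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each). Every library labelled β-cat GOF; Mll1-/- was below every β-cat GOF; Mll1+/- library, and the first were not lower in the whole-gene *Kmt2a* count. The log2 fold change was -0.77 (standard error 0.17, adjusted p = 0.200, edgeR), and the differences within the library runs were -0.76 and -0.85. Over the named genes alone, partly a selection from these libraries, the adjusted p of *Olfm4* was 0.0034 (edgeR). With each library left out in turn, its log2 fold change lay between -0.86 and -0.62.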

As illustrated in a volcano plot, Mll1-deficient β-cat^GOF^ stem cells showed a decreased expression of the intestinal stem cell gene *Olfm4*. *Lgr5* and *Smoc2* expression was not significantly altered (Fig. 3d). 

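*Lgr5* (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) was at 261 ± 19.9 CPM in the libraries labelled β-cat GOF; Mll1-/- and 271 ± 41.0 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each), a log2 fold change of -0.06 (standard error 0.13, adjusted p = 0.933, edgeR). Within the library runs, *Lgr5* differed by -0.14 and 0.05. *Smoc2* (ENSMUSG00000023886, chromosome 17 from 14279506 to 14404790) was at 358 ± 99.5 and 352 ± 22.5 CPM (SD, n = 4 each), and its log2 fold change was 0.03 (standard error 0.18, adjusted p = 0.980, edgeR). It differed by -0.01 and -0.02 within the runs. The sign of either gene changed under some alternatives, and its size stayed at or under 0.161. Here too the genotypes are the labels, as *Kmt2a* was not lower.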

The ablation of Mll1 did not affect the expression of the classical Wnt target gene *Axin2* (Fig. 3d), as was observed in β-cat^GOF^; Mll1^−/−^ organoids. 

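*Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) was at 226 ± 34.2 CPM in the libraries labelled β-cat GOF; Mll1-/- and 167 ± 14.5 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each). The lowest library labelled β-cat GOF; Mll1-/-, at 185 CPM, was above the highest β-cat GOF; Mll1+/- library, at 183 CPM. The log2 fold change was 0.44 (standard error 0.13, adjusted p = 0.384, edgeR), with 0.34 in the first library run and 0.52 in the second. Over the named genes, a list partly drawn from these data, the adjusted p of *Axin2* was 0.016 (edgeR). Of 25 Wnt target genes listed, 21 were tested, of which 14 were higher and 7 were lower in the libraries labelled β-cat GOF; Mll1-/-, where *Kmt2a* was not lower. Their median log2 fold change was 0.25 (camera, adjusted p = 1.46e-04, limma). The list mean was higher in each library labelled β-cat GOF; Mll1-/- than in each β-cat GOF; Mll1+/- library (exact two-sided permutation test, p = 0.0286, and 0.1 after adjustment over the 7 lists), and the genotypes differed by 0.65 and 0.61 within the runs. Adjusted over the list alone, 8 genes passed 0.1, namely *Axin2*, *Ccnd1*, *Dkk3*, *Ephb3*, *Mmp7*, *Nkd1*, *Notum* and *Prox1*, all of them higher. Over all genes tested, 0 passed, and 8 had an unadjusted p under 0.05. The median of the Wnt list rose to 0.46 without the filter on low counts, and also without J_7135, the largest changes by an alternative.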

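*Foxa1* (ENSMUSG00000035451, chromosome 12 from 57540628 to 57546916) was at 9.07 ± 2.97 CPM in the libraries labelled β-cat GOF; Mll1-/- and 36.0 ± 5.31 CPM in the β-cat GOF; Mll1+/- libraries (SD, n = 4 each). Its log2 fold change was -1.99 (standard error 0.25, adjusted p = 0.0918, edgeR), and it was -1.796 in the first library run and -2.23 in the second. *Foxa1* passed 0.1 under 14 of the 21 alternatives chosen in advance, and its adjusted p over them ranged from 4.68e-10 to 0.289 (edgeR, DESeq2 and limma). *Gata4* (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692) was at 8.42 ± 7.41 and 34.7 ± 3.74 CPM (SD, n = 4 each), also without overlap between the genotypes, whose *Kmt2a* counts did overlap. The log2 fold change of *Gata4* was -2.04 (standard error 0.50, adjusted p = 0.251, edgeR), with -2.73 and -1.98 within the runs, and 0.0054 was its adjusted p over the named genes alone, a list that these data helped to choose. J_7135 held 19.4 CPM of *Gata4*, and the other libraries of its genotype held 3.55 to 6.20 CPM. Without J_7135, the log2 fold change of *Gata4* was -2.86 and its adjusted p was 0.0075 (edgeR), the lowest of the fits that each left out 1 library, of which the highest was 0.550. *Gata6* had a log2 fold change of -0.25, and *Bmp4* fell below the filter with 0 to 38 counts per library.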

In β-cat^GOF^; Mll1^−/−^ stem cells, the expression of the transcription factors Foxa1 and Gata4 was downregulated (Fig. 3d), the latter of which had previously been proposed as an Mll1 target gene^39^. Immunostaining confirmed a strong reduction of the GATA binding protein 4 (Gata4) in Mll1-deficient crypts, compared to non-recombined Mll1-expressing crypts on sections of β-cat^GOF^; Mll1^−/−^ small intestines (Fig. 3e). Gata4/6 transcription factors had previously been reported to repress *Bmp4*, thereby maintaining colon cancer stemness^40^. RT-PCR analysis of β-cat^GOF^; Mll1^−/−^ organoids confirmed a decreased expression of *Gata4* and revealed a concomitant upregulation of *Bmp4* and the secretory differentiation markers *Mmp7* and *Muc2* (Fig. 3f), identifying Mll1 as an upstream regulator of Gata4/Bmp4-controlled cancer stemness and differentiation. 

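The mean of the goblet list was above its average over the 8 libraries in 4 of the 4 libraries labelled β-cat GOF; Mll1-/- and in 0 of the 4 β-cat GOF; Mll1+/- libraries. The mean of the Paneth list was below its average in each library labelled β-cat GOF; Mll1-/-, from -0.85 to -0.09, and above it in 3 of the 4 β-cat GOF; Mll1+/- libraries. These directions follow the labels, since the *Kmt2a* counts overlapped between the genotypes. From the decrease of Paneth cell markers beside the increase of goblet cell-specific genes, the paper reasons that the Paneth-like identity moved towards that of goblet cells. As *Hes1* and other Notch target genes were not decreased, the paper concludes that *Atoh1* rose without a global loss of Notch signaling. From the increase of *Mmp7*, it infers a priming of the cells towards a mixed Paneth-goblet state.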

In conclusion, the stem cell transcriptome showed that ablation of Mll1 primed β-cat^GOF^ intestinal stem cells for differentiation and shifted the Wnt-imposed Paneth-like identity towards a goblet cell fate. Thus, Mll1 maintains stemness by restricting the differentiation of β-cat^GOF^ intestinal stem cells.

### Mll1 sustains the stemness and tumorigenicity of human colon cancer cells

To investigate the essential role of Mll1 in the stemness of human colon tumors, we established stable, doxycycline-inducible shMLL1 single-cell clones of the human colon adenocarcinoma cell lines Ls174T and DLD1, which exhibited a strong reduction of MLL1 (Supplementary Fig. 4a–d). In all experiments, shMLL1 cells were compared with non-induced and non-targeted shRNA (control) cells. The ablation of MLL1 did not affect the expression of other MLL family members (Supplementary Fig. 4e). Serial re-plating assays revealed that the ablation of MLL1 did not immediately affect the viability and proliferation of Ls174T and DLD1 cells in adherent 2D cultures. A significant growth reduction was detected only after four passages and a total of 10–14 days of culture (Supplementary Fig. 4f, g). We found that MLL1 protein was strongly increased in 3D (non-adherent, self-renewing) sphere cultures of human Ls174T cells compared to adherent cultures, while the expression of the family member SETD1A was not changed (Supplementary Fig. 4h, quantification on the right). In contrast to the 2D culture, the ablation of MLL1 in 3D sphere cultures had a rapid effect on the growth and self-renewal of the tumor cells: secondary sphere formation of shMLL1 cells was reduced by 80% in Ls174T and by 60% in DLD1 cells, compared to control cells (Fig. 4a and Supplementary Fig. 4i, quantifications on the right). Residual shMLL1 spheres exhibited minimal MLL1 expression and reduced proliferation, as shown by staining for Ki67 (Supplementary Fig. 4j). shMLL1 spheres were negative for the apoptosis marker cleaved Caspase-3 (Supplementary Fig. 4k, western blot on the right).

**Fig. 4:**
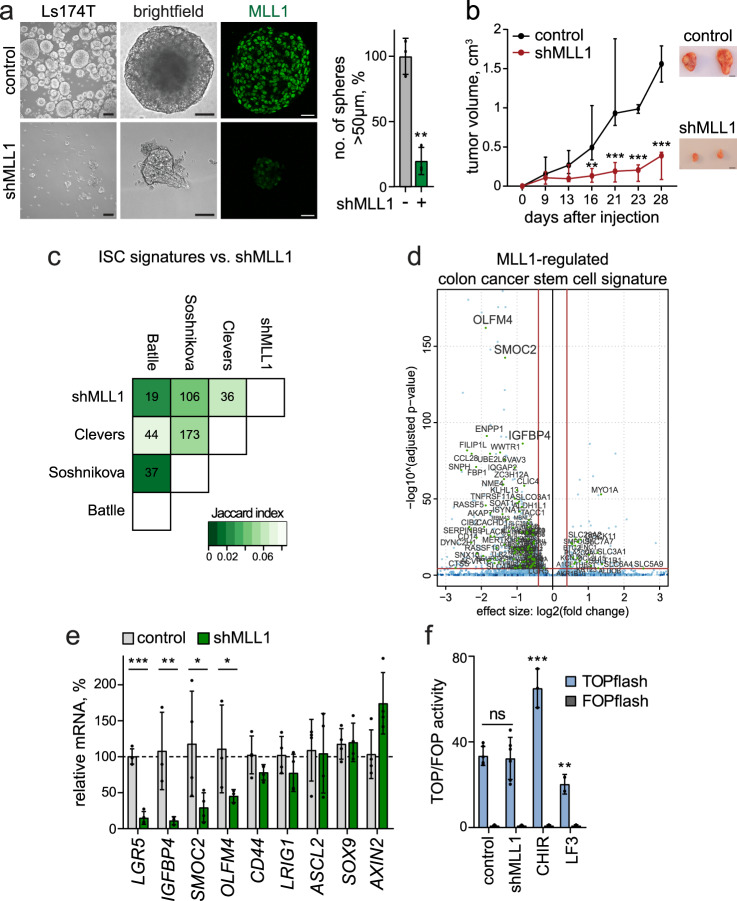
Mll1 sustains colon cancer stemness. **a** Brightfield images and MLL1 immunofluorescence (green) of control and 6d doxycycline-induced shMLL1 human Ls174T spheres, scale bar 100 µm, magnification of brightfield images 25 µm, immunofluorescence 20 µm. Quantification of spheres >50 µm in size on the right, *n* = 3 biologically independent samples, two-tailed unpaired *t*-test, **p = 0.0013. Data are presented as mean values ± SD. **b** Xenografts of control and shMLL1 Ls174T cells in NMRI^nu/nu^ mice. Mice inoculated with shMLL1 cells were administered doxycycline from day −1 throughout the experiment. Left: tumor growth curves plotted as median with range, *n* = 6 independent animals inoculated with three biologically independent induced or non-induced shMLL1 Ls174T cell clones in duplicates over two independent experiments, two-tailed unpaired *t*-test, d16 **p = 0.007, d21 ***p = 0.0034, d23 ***p = 0.00016, d28 ***p = 0.00018. Right: dissected tumors at day 28, scale bar 2 cm. **c** Differentially expressed genes in shMLL1 human Ls174T cells, cut-offs log_2_ fold-change ≥ 0.5, adjusted *p*-value ≤ 0.05, compared to intestinal stem cell signatures reported by the groups of Clevers, Soshnikova, and Batlle. The correlation table indicates the number of common genes, the Jaccard index of similarity is encoded in green color shadings (lighter means more similar). **d** Volcano plot of differentially expressed genes in shMLL1 human Ls174T cells (blue dots), overlaid with MLL1-regulated colon cancer stem cell signature (Supplementary Data 3), marked as green dots and indicated by name. **e** mRNA expression of intestinal stem cell genes and classical Wnt targets in control and 6d doxycycline-induced shMLL1 human Ls174T spheres, *n* = 4 samples derived from three biologically independent cell clones (*IGFBP4, OLFM4* *n* = 3), two-tailed unpaired *t*-test, *LGR5* ***p = 0.001, *IGFBP4* **p = 0.0018, *SMOC2* *p = 0.015, *OLFM4* *p = 0.03. Data are presented as mean values ± SD. **f** Tcf/Lef luciferase reporter assays in control and shMLL1 cells treated with doxycycline for 10 days, *n* = 6 samples over three independent experiments, two-tailed unpaired *t*-test. Wnt-responsive luciferase activity (TOPflash) calculated relative to control (FOPflash). 3 µM CHIR99021 and 50 µM LF3 were added for 24 h to stimulate and repress Wnt signaling, respectively, *n* = 3 independent experiments, two-tailed unpaired *t*-test, ***p = 0.0002, **p = 0.0074. Data are presented as mean values ± SD. Source data are provided as a Source Data file.

To test the in vivo growth and tumor-forming capacities of the shMLL1 cells, doxycycline-induced shMLL1 and control Ls174T colon cancer cells were subcutaneously engrafted in nude mice. Mice inoculated with shMLL1 cells were administered doxycycline throughout the experiment. Control cells formed large tumors within 28 days (Fig. 4b). In contrast, tumor formation by shMLL1 cells was reduced by 75%. The residual xenografts showed a strong reduction of MLL1 (Supplementary Fig. 4l, quantification below) and H3K4me3 (Supplementary Fig. 4m, upper panel), and significantly fewer proliferating cells (Supplementary Fig. 4m, middle panel, quantifications on the right). The apoptosis marker cleaved Caspase-3 did not increase in shMLL1 Ls174T tumors (Supplementary Fig. 4m, lower panel, western blot on the right). The shMLL1 human Ls174T xenografts and sphere cells showed enhanced differentiation with an increase in the expression of the Paneth cell-specific genes *DEFA5* and *LYZ* and the goblet cell markers *MUC2* and *ITF* (Supplementary Fig. 4n), as was also observed in the β-cat^GOF^ mouse tumor model. An increase in *ITF* expression was also observed in DLD1 sphere cells (Supplementary Fig. 4o). The expression of the differentiation-associated cell cycle inhibitor *p21* was upregulated in shMLL1 Ls174T xenografts and spheres (Supplementary Fig. 4p, q, quantifications on the right). These data show that MLL1 is crucial for stemness and tumor formation of human colon cancer cells.

### Mll1 regulates specific stem cell genes to sustain colon cancer stemness

We used RNA sequencing to investigate transcriptomic changes upon knockdown of MLL1 in the human colon cancer cells. Comparison of the differentially expressed genes with a signature of Mll1-ablated fibroblasts^39^ revealed deregulation of MLL1 target genes such as *SMOC2* and *ENPP1* (Supplementary Fig. 4r, Supplementary Data 2). The human shMLL1 colon cancer cells showed a decrease of the expression of *FOXA1* and the GATA4 colon homolog *GATA6*, which we had identified as Mll1-regulated genes in murine β-cat^GOF^; Mll1^−/−^ stem cells. Comparisons with intestinal stem cell signatures reported by the groups of Clevers^41^, Soshnikova^42^, and Batlle^20^ revealed a significant gene overlap (Fig. 4c: Clevers 36, Soshnikova 106, and Batlle 19 genes). We compiled 132 deregulated stem cell genes to establish an MLL1-regulated colon cancer stem cell signature (Supplementary Data 3). A volcano plot of the deregulated genes overlaid with this signature showed a predominant downregulation of stem cell genes upon knockdown of MLL1; these included *OLFM4*, *SMOC2*, *IGFBP4*, and the Wnt-regulated gene *LGR5*^41^ (Supplementary Data 3 and Fig. 4d). RT-PCR analyses of sphere cultures confirmed the decrease in the expression of the stem cell genes *LGR5*, *IGFBP4*, *SMOC2*, and *OLFM4*. The expression of *CD44* and *LRIG1*^41^ was not significantly decreased. There was no reduction in the expression of the Wnt-regulated genes *ASCL2*, *SOX9*^43^, and *AXIN2* (Fig. 4e). The selective regulation of Wnt-dependent stem cell genes was also observed in DLD1 human colon cancer cells (Supplementary Fig. 4s). The ablation of MLL1 did not affect the overall activity of Wnt signaling, as shown by a Tcf/Lef luciferase reporter assay (TOPflash)^44^ in comparison to cells either treated with the Wnt activator CHIR99021^45^ or the Wnt inhibitor LF3^46^ (Fig. 4f).

### Mll1 regulates the H3K4me3–H3K27me3 balance at specific stem cell genes

Chromatin immunoprecipitation (ChIP) revealed high H3K4me3 and low H3K27me3 levels at the transcription start sites (TSS) of the MLL1-regulated stem cell genes *LGR5, SMOC2*, *OLFM4*, and *IGFBP4* (Fig. 5a and Supplementary Fig. 5a). Ablation of MLL1 shifted the epigenetic state of the stem cell genes from transcriptionally permissive (H3K4me3) to repressed (H3K27me3) (Fig. 5a and Supplementary Fig. 5a). There were no changes in levels of H3K4me3 or H3K27me3 at the TSS of *ASCL2* and *AXIN2* (Fig. 5a, right). Global levels of H3K4 and H3K27 methylation were not changed (Supplementary Fig. 5b). We identified MLL1 binding to the promoters of the intestinal stem cell genes *LGR5*, *SMOC2, IGFBP4*, and *OLFM4* (Fig. 5b and Supplementary Fig. 5c, d). ChIP specificity was confirmed by MLL1 binding to *MECOM*, an MLL1 target gene^47^, and by comparison to a negative control region (*TAL1* + 70^48^). Strongly reduced binding of MLL1 was observed in shMLL1 Ls174T and DLD1 cells (Fig. 5b and Supplementary Fig. 5c–e). At the *LGR5* promoter, ChIP revealed no change in β-catenin/TCF4 occupancy upon MLL1 ablation (Fig. 5c, d). In the absence of MLL1, *LGR5* expression is thus repressed by promoter-associated H3K27me3, despite occupancy of the promoter by β-catenin/TCF4. Our data indicate that MLL1 controls stem cell gene activity by modulating active and repressive promoter histone methylation marks.

**Fig. 5:**
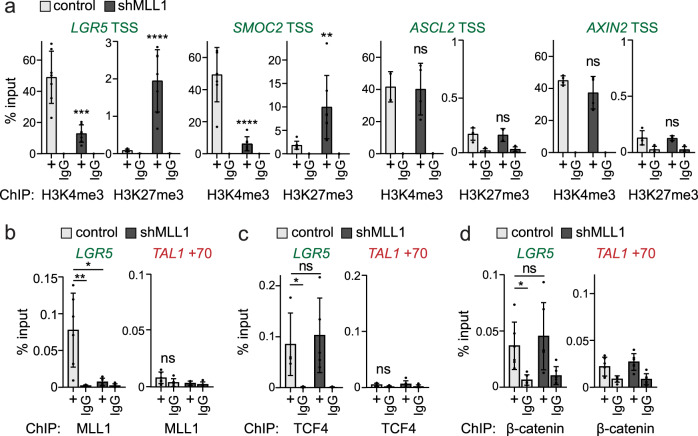
Mll1 directly regulates intestinal stem cell genes. **a** ChIP for H3K4me3 and H3K27me3 at TSSs of *LGR5*, *SMOC2* (*n* = 7 samples derived from two biologically independent cell clones over four independent experiments), *ASCL2* and *AXIN2* (*n* = 4 samples derived from two biologically independent cell clones over two independent experiments) in non-induced control (light gray columns), and 11d doxycycline-induced shMLL1 Ls174T cells (black columns), represented as % input. Two-tailed unpaired *t*-test, significance calculated for control versus shMLL1, *LGR5* TSS ***p = 0.0002, ****p < 0.0001; *SMOC2* TSS ****p < 0.0001, **p = 0.0082. **b** ChIP for MLL1 in non-induced control (light gray columns) and 6d doxycycline-induced shMLL1 human Ls174T cells (black columns) at the *LGR5* promoter, negative control region + 70 kb downstream of the *TAL1* promoter, represented as % input, *n* = 6 control and *n* = 5 shMLL1 samples derived from two biologically independent cell clones over four independent experiments. Two-tailed unpaired *t*-test, significance calculated for control versus shMLL1 and IgG, *p = 0.0129, **p = 0.0042. ChIP for TCF4 (**c**) and β-catenin (**d**) at the *LGR5* promoter in non-induced control (light gray columns) and 6d doxycycline-induced shMLL1 human Ls174T cells (black columns), negative control region *TAL1* + 70, represented as % input, *n* = 5 (TCF4) and *n* = 6 samples (β-catenin) derived from two biologically independent cell clones over three independent experiments. Two-tailed unpaired *t*-test, significance calculated for control versus shMLL1 and IgG, TCF4 *p = 0.03, β-catenin *p = 0.02. All data are presented as mean values ± SD. Source data are provided as a Source Data file.

### Antagonistic control of *Lgr5* by Mll1 and PcG

H3K27me3 marks are deposited by the polycomb repressive complex 2 (PRC2)^24^. Inhibition of the catalytic PRC2 subunit EZH2 with Gsk126^49^ partially restored the decreased expression of the MLL1-regulated stem cell genes *LGR5* and *OLFM4*, even in the absence of MLL1 (Fig. 6a). H3K4me3 marks at the TSS of *LGR5* and *OLFM4* were not restored upon Gsk126 treatment (Fig. 6b), indicating that the re-initiation of *LGR5* and *OLFM4* expression was independent of MLL1 and its methyltransferase activity. The expression of the MLL1-independent Wnt target genes *ASCL2* and *AXIN2* was unaffected by Gsk126 treatment (Fig. 6c), and H3K4me3 and H3K27me3 TSS marks were unchanged (Fig. 6d). Taken together, our data show that the histone methyltransferase MLL1 sustains the oncogenic Wnt-driven expression of specific stem cell genes by antagonizing PcG-mediated gene silencing. In the absence of MLL1, PRC2 catalyzes the tri-methylation of H3K27me3 and mediates gene repression. In the case of *LGR5*, this occurs regardless of the promoter occupancy of β-catenin/TCF4 (summarized in the schemes in Fig. 6e). Overall, our data show that Wnt-dependent stem cell genes are differentially controlled by epigenetic regulators, and reveal MLL1 as crucial for the maintenance of human colon cancer stemness.

**Fig. 6:**
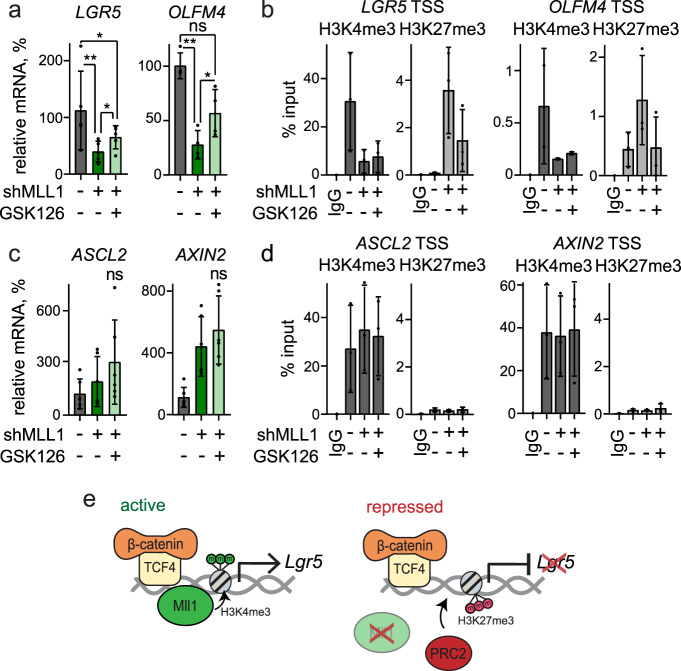
Mll1 antagonizes PcG-mediated silencing of stem cell genes. **a** mRNA expression of *LGR5* and *OLFM4* in control (dark gray), 6d doxycycline-induced shMLL1 human Ls174T cells (dark green), and shMLL1 Ls174T cells following 4-day Gsk126 treatment (light green), *n* = 4 independent experiments, two-tailed unpaired *t*-test, *LGR5* *p = 0.014, **p = 0.0016, *p = 0.027; *OLFM4* **p = 0.008, *p = 0.03. Data are presented as mean values ± SD. **b** ChIP for H3K4me3 (dark gray columns) and H3K27me3 (light gray columns) at the TSSs of *LGR5* and *OLFM4* (*n* = 3 independent experiments) in control, 11d doxycycline-induced shMLL1 human Ls174T cells, and shMLL1 Ls174T cells following 4-day Gsk126 treatment, represented as % input. Data are presented as mean values ± SD. **c** mRNA expression of *ASCL2* and *AXIN2* in control (dark gray), 6d doxycycline-induced shMLL1 human Ls174T cells (dark green), and shMLL1 Ls174T cells following 4-day Gsk126 treatment (light green), *n* = 6 independent experiments, two-tailed unpaired *t*-test. Data are presented as mean values ± SD. **d** ChIP for H3K4me3 (dark gray columns) and H3K27me3 (light gray columns) at the TSSs of *ASCL2* and *AXIN2* (*n* = 3 independent experiments) in control, 11d doxycycline-induced shMLL1 human Ls174T cells, and shMLL1 Ls174T cells following 4-day Gsk126 treatment, represented as % input. Data are presented as mean values ± SD. **e** Scheme of β-catenin/TCF4/MLL1-dependent regulation of *LGR5* in colon cancer cells. MLL1 prevents PRC2-mediated gene silencing to sustain *LGR5* expression. This is associated with the MLL1-dependent H3K4 tri-methylation at the *LGR5* TSS. Ablation of MLL1 results in PRC2-mediated H3K27me3 and silencing of *LGR5* expression. Source data are provided as a Source Data file.

## Discussion

Here we demonstrate a crucial role for the epigenetic regulator Mll1 in Wnt/β-catenin-driven intestinal tumor formation and cancer stemness. We show that Mll1 promotes the β-catenin^GOF^-induced expansion of Lgr5^+^ intestinal stem cells. Mll1 is highly expressed in Lgr5^+^ stem cells and human colon cancer specimens with high levels of nuclear β-catenin. The expression of Mll1 increased upon enhanced Wnt/β-catenin activity, indicating that canonical Wnt signaling controls *Mll1* expression. Recently, we have shown that the Mll1 promoter harbors functional Tcf4 binding sites, and that Mll1 expression is increased in Wnt-driven salivary gland and head and neck tumor models^23^. We now demonstrate that Mll1 mediates a differential response of Wnt-dependent stem cell genes in colon cancer. Mll1 does not interfere with the global activity of Wnt signaling, but controls its outcome at the level of gene regulation.

The expression of a stabilized oncogenic form of β-catenin in Lgr5^+^ stem cells produced intestinal tumors with a high expression of intestinal stem cell genes. Stem-like gene expression profiles are indicative of high tumor-initiating potential and self-renewal capacity of colon cancer cells^20^. In particular, tumors with increased levels of *Lgr5* have malignant potential and are invasive and aggressive^50^. Genetic ablation of Lgr5^+^ stem cells by diptheria toxin halts colon cancer growth, revealing the relevance of these stem cells for tumorigenesis^51^. The genetic loss of Mll1 prevented β-catenin^GOF^-driven intestinal tumorigenesis. Ablation of Mll1 halted tumor growth in a xenograft model and reduced the Wnt-imposed stem cell gene expression profile in colon cancer cells. We found that Mll1 controls selective stem cell genes. It regulated the expression of the stem cell marker *Lgr5*^16^, whereas it did not regulate the expression of the Wnt targets *Axin2*^11^, *Sox9*^43^, or *Ascl2*^32^. *Lgr5* expression critically depends on Mll1: in the absence of Mll1, β-catenin binding was not sufficient to activate *Lgr5* expression. Mll1 also controls the intestinal stem cell genes *Smoc2*, *Igfbp4,* and *Olfm4*, which are induced in Wnt-mutated cancer cells but regulated by other signaling pathways such as Notch and NF-κB^52,53^.

Mechanistically, Mll1 sustained the expression of stem cell genes in Wnt-activated tumor cells by antagonizing PcG-mediated silencing. Mll1 knockdown resulted in a switch of activating H3K4me3 to repressive H3K27me3 chromatin marks at the transcription start sites of *Lgr5, Smoc2*, *Igfbp4*, and *Olfm4*. Strikingly, the inhibition of the polycomb H3K27 tri-methyltransferase Ezh2 with Gsk126^54^ partially restored the expression of *Lgr5* in Mll1-deficient cells despite the absence of Mll1 and H3K4me3 marks. This implies that Mll1 and its H3K4me3 activity are dispensable for initiating *Lgr5* expression but crucial for preventing PRC2-mediated silencing of the *Lgr5* promoter^55^. These observations concord with the opposition between trithorax and Polycomb group proteins in *Drosophila*^56^. Remarkably, the genetic inactivation of the polycomb complex PRC1 in oncogenic Wnt-activated intestinal stem cells also has a tumor-preventive effect^57^, implying that PRC1 plays a role in promoting Wnt-driven intestinal tumorigenesis. Further, PRC2 ablation in the mouse intestine causes loss of stem cells and aberrant secretory differentiation by deregulating Wnt signaling and cell proliferation^58^. Apparently, a fine-tuned balance of active and repressive histone modifications is essential for the maintenance of intestinal stem and tumor-initiating cells, a regulatory mechanism of stemness in which Mll1 is crucially involved.

Lineage tracing experiments revealed that the number of Mll1-deficient cells diminished over time. This was not due to apoptosis caused by the ablation of Mll1. Individual Mll1-deficient intestinal stem cells in β-cat^GOF^; Mll1^−/−^ mice persisted up to 100 days after induction and were capable of producing progeny. These mutant cells did not expand into tumors, although they exhibited nuclear β-catenin. Our studies in organoids revealed that the ablation of Mll1 did not immediately eliminate β-cat^GOF^ stem cells but progressively exhausted their stemness. Through transcriptome profiling of FACS-isolated Lgr5^+^ intestinal stem cells at 10 days after mutagenesis, we determined that the ablation of Mll1 in β-cat^GOF^ stem cells instructed a goblet cell differentiation program. Residual Mll1 knockout crypts in β-cat^GOF^; Mll1^−/−^ mice revealed cells positive for goblet and Paneth cell markers, demonstrating a secretory differentiation of β-cat^GOF^ stem cells upon ablation of Mll1. Mll1-deficient stem cells and crypts showed a strong decrease in levels of the transcription factors Foxa1 and Gata4. High levels of Foxa1 expression were observed in poorly differentiated colon cancer, and Gata6, the colon homolog of Gata4, participates in the regulation of stemness by preventing Bmp4-induced differentiation in Wnt-driven colon cancer^40,59^. Moreover, β-cat^GOF^; Mll1^−/−^ stem cells exhibited an increase in the expression of *Atoh1*, a transcription factor that instructs secretory lineage differentiation^35^. The ablation of Gata4 has previously been shown to increase intestinal *Atoh1* levels^60^. Gata4-deficient intestines exhibit enhanced levels of Atoh1 and increased numbers of goblet cells^60,61^. Our data support a Gata4-mediated restriction of *Atoh1* expression and goblet cell differentiation. We further identify Mll1 as an upstream regulator of a Gata4–Atoh1 axis that controls stemness versus secretory goblet cell differentiation.

Altogether, our data show that the epigenetic regulator Mll1 promotes the initiation and growth of Wnt-driven colon cancer by maintaining stemness and preventing the differentiation of Wnt-activated tumor-initiating and cancer stem cells. By sustaining Gata4/6 expression and directly controlling specific stem cell genes, Mll1 promotes stemness and prevents secretory goblet cell differentiation of Wnt-activated cancer cells.

## Methods

### Mice

Mice were bred in pathogen-free conditions, and care and use of animals were performed according to the European and national regulations, published in the Official Journal of the European Union L 276/33, September 22, 2010. All animal procedures were approved by the Landesamt für Gesundheit und Soziales (LaGeSo) Berlin with the number G101/18. Mice were housed in IVC cages type II at 21 °C ambient temperature, 50–60% humidity, and a 12-h dark/light cycle. Transgenic mouse lines used have been previously described: Lgr5-EGFP-IRES-CreERT2^16^, β-catGOF^29^, Gt(ROSA)26Sortm1Sor^31^, Mll1flox^30^. Mutagenesis was induced in 4–6-weeks-old mice by intraperitoneal injections of tamoxifen (Sigma, 50 mg/kg, diluted 1:10 in sunflower oil) on three consecutive days. Mice were analyzed at the indicated time points after the last tamoxifen injection. Mice were given i.p. injections of BrdU (Millipore), final concentration 50 µg/g of body weight in PBS at 2 h before sacrifice. Kaplan–Meier plot for tumor incidence was calculated based on macroscopic observation of hyperplastic intestinal tissue. Both females and males were analyzed.

### Isolation of Lgr5-GFP^+^ intestinal stem cells and RNA sequencing

For isolation of Lgr5^+^ stem cells, crypts were dissociated into single cells with TrypLE Express (ThermoFisher Scientific) for 30 min at 37 °C. Dissociated cells were passed through a 70 µm cell strainer and washed wit 5% FBS/PBS. Cells were stained with APC-conjugated anti-326 (EpCAM) antibody (1:100 dilution, eBioscience, Cat no. 17-5791-80), Alexa-Fluor 700 CD45 antibody (1:50 dilution, BD, Cat no. 560693) and PE-conjugated anti-CD24 (1:100 dilution, eBioscience, Cat. no. 12-0242-81) for 45 min on ice. Stained cells were collected by centrifugation and resuspended in SYTOX blue dead cell stain (1:20,000 dilution, ThermoFisher Scientific). FACS sorting was performed on a FACS AriaTM III cell sorter (BD). 300 single cells were sorted into a PCR tube containing 2 µl of nuclease-free H_2_O with 0.2% Triton-X 100 and 4 U murine RNase Inhibitor (NEB), and stored at −80 °C. RNA isolation and library preparation were performed based on the Smart-seq2 protocol^62^. In brief, RNA was denatured for 3 min at 72 °C in the presence of 2.4 mM dNTP (Invitrogen), 240 nM dT-primer, and 4U RNase Inhibitor (NEB), and reverse transcribed using the Superscript II Reverse Transcriptase (Invitrogen). Single-stranded cDNA was amplified with the Kapa HiFi HotStart Readymix (Roche) and purified using Sera-Mag SpeedBeads (GE Healthcare). cDNA quality and concentration were determined with the Fragment Analyzer (Agilent). Sequencing was performed on a NextSeq 500 (Illumina) with a sample sequencing depth of 30mio reads on average. RNA seq reads were aligned to the mm10 transcriptome with GSNAP (version 2018-07-04). Read counts for each gene were extracted using featureCounts (version 1.6.3). A table of read counts per gene was generated based on the overlap of uniquely mapped reads with the Ensemble Gene annotation (version 92). Read counts were subjected to statistical analysis using the DESeq2 R package (version 1.22.2). Euclidean distance analysis of the normalized counts was performed to compute the sample-to-sample correlation. Read counts from different biological groups were subjected to differential expression analysis with DESeq2, a maximum of 10% false discoveries (10% FDR) was accepted. Volcano plots were generated by a generic R *X*–*Y* plotting using the log_2_FoldChange versus the log_2_ adjusted *p*-values. RNA seq differential expression data can be found in Supplementary Data 1.

### Organoid culture

Intestinal organoids were obtained as previously described^63^: small intestines of mice were dissected and dissociated in 8 mM EDTA/PBS for 5 min at RT followed by 20 min incubation in ice-cold 2 mM EDTA/PBS at 4 °C. The epithelia were fractionated by shaking in ice-cold PBS. 250 crypts were seeded in 20 µl of growth factor-reduced Matrigel (BD Matrigel #356231) and cultured in basic crypt medium (60/40 Advanced DMEM/F12 supplemented with N2 and B27, GlutaMax, *N*-Acetylcysteine and Penicillin/Streptomycin (Invitrogen)) containing 50 ng/ml mEGF (Gibco), 100 ng/ml mNoggin (Peprotech) and 500 ng/ml hR-Spondin1 (Peprotech). Organoids were split every 4–6 days by mechanical disruption. Cre-mediated recombination was induced by the addition of 800 nM 4-hydroxy-tamoxifen for 2 days. β-cat^GOF^ organoids were selected by R-Spondin1 withdrawal. All analyses were performed at 7–10 days after mutagenesis. Recombinant human BMP4 (Peprotech) was added for 24 h in Noggin-free crypt medium supplemented with EGF and R-spondin1. For serial re-plating, β-cat^GOF^; Mll1^−/−^ organoids were dissociated into single cells with TrypLE Express (ThermoFisher Scientific) for 5 min at 37 °C, and 2000 cells were seeded in 20 µl of growth factor-reduced Matrigel and cultured in crypt medium supplemented with mEGF, mNoggin, and hR-spondin1.

### Cell culture

HEK293TN cells and DLD1 and Ls174T human colon cancer cell lines were cultured in 1xDMEM supplemented with 10% fetal bovine serum (FBS) and 1%Penicillin/Streptomycin (PenStrep) at 37 °C and 5% CO_2_. Cell line identity was confirmed by Multiplex human Cell line Authentication (MCA, Multiplexion). For non-adherent sphere cultures, dishes were coated with 12 mg/ml polyhema/95% EtOH (Sigma) overnight at 55 °C. Single cells were cultured in CSC medium (DMEM/F12 (1:1) + GlutaMAX (Gibco), 1%PenStrep, supplemented with N2, 10 ng/ml bFGF (Gibco) and 10 ng/ml hEGF (Peprotech)) for 4–5 days, then dissociated with Trypsin for 5 min at 37 °C, and re-plated in CSC medium on polyhema-coated dishes. After 1 day of secondary sphere culture, spheres were harvested by centrifugation and processed for RNA/protein analyses. For serial re-plating assays, cells were seeded at a density of 0.5 × 10^6^ cells on 10cm-dishes, trypsinized and counted every 2-3 days, and re-plated at a density of 0.5 × 10^6^ cells. Gsk126 was administered for 96 h at 5 µM (McCabe et al. 2012)^54^. Tcf/Lef luciferase reporter assay (TOPflash) was performed as previously described^44^, 3 µM CHIR99021 (Axon #1386) and 50 µM LF3^46^ were added for 24 h.

### Generation of lentiviral particles and lentiviral transduction

Doxycycline-inducible shRNA knockdown cell lines were generated by lentiviral transduction, using the doxycycline-inducible pInducer11 system^64^. shRNA targeting MLL1 was designed with the optimized miR30a backbone^65^ (sequence shMLL1: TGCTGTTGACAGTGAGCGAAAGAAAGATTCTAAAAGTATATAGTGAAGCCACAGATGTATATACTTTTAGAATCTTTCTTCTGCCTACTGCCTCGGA). For the production of lentiviral particles, HEK293TN cells were co-transfected with 10 µg pPAX.2, 2.5 µg pMD2.G and 10 µg pInducer11-shMLL1 by transfection with PEI (Sigma). Supernatants containing lentiviral particles were collected at 24 and 48 h after transfection. For lentiviral transduction, the lentiviral particle-containing supernatant was mixed 1:1 with a fresh growth medium containing 8 µg/ml polybrene. Ls174T and DLD1 cells were transduced at 300 g for 1 h at RT followed by incubating overnight at 37 °C. Transduced cells with high expression of shRNA were selected by fluorescence-activated cell sorting (FACS) for GFP and tRFP^64^ and cultured as single-cell clones to establish shMLL1 cell lines. Knockdown was induced by the addition of doxycycline to the growth medium at a final concentration of 300 ng/ml.

### Xenografts

1 × 10^6^ cells in 200 µl PBS were injected under the skin of nude mice, NMRI:nu/nu, female. In the case of shMLL1 cells, the inducible shMLL1 lines were pre-treated with 300 ng/ml doxycycline for 4 days, and mice were administered doxycycline in drinking water (2 mg/ml doxycycline in 5 g/l sucrose) from day −1 throughout the experiment. Tumor size and mouse body weight were measured every other day.

### Histology, immunofluorescence staining, and analysis

Analysis of human naïve colon cancer biopsies was approved by the ethic commission of the Friedrich-Alexander Universität Erlangen-Nürnberg (148_19 BC). Informed consent was obtained from all patients. Murine tissue was fixed in 4% formaldehyde/PBS, and histological analyses were performed on 5–7 µm paraffin sections. Organoids were fixed in 4% formaldehyde/PBS for 1 h and embedded in 1.5% agarose/PBS. For LacZ whole-mount staining, murine intestine was cut open longitudinally, fixed for 2 h in ice-cold fixative (1% formaldehyde, 0.2% glutaraldehyde, 0.02% NP-40 in PBS), washed twice in PBS and incubated in staining solution (2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 0.01% NP-40, 0.01% sodium deoxycholate, 1 mg/ml X-gal (Roth) in PBS) overnight at RT protected from light. 10 µm paraffin sections of LacZ-stained tissue were counter-stained with nuclear fast red. For Mll1 immunostaining, antigen retrieval was performed by boiling in 10 mM sodium citrate pH 6.0 for 15 min, and sections were permeabilized in ice-cold methanol for 10 min prior to incubation in blocking solution (0.1% Tween20, 10% horse serum, 1% BSA in PBS) followed by incubation of the primary antibody overnight at 4 °C. Fluorochrome-conjugated or HRP-coupled secondary antibodies were incubated for 1 h at RT. Immunohistochemistry was developed with the DAB chromogenic substrate (DAKO).

### Light microscopy and data analysis

Representative *z*-stacks were acquired with inverted laser scanning microscopes LSM710 and LSM700 using 405, 488, 561, and 633 nm lasers and a PlanApochromat ×40 NA 1.3 objective (Zeiss Jena, Germany) or a spinning disc confocal microscope CSU-W1 (Nikon/Andor) equipped with an iXON888 camera, using PlanApo ×20 NA 0.75 and Apo LWD ×40 NA 1.15 objectives. Images were processed using the software Zeiss ZEN (blue edition). Brightfield images were acquired with a Leica DIM6000 microscope equipped with a NPlan ×10 NA 0.25 and a motorized LMT200 V3 High precision Scanning Stage, using the Leica Application Suite X (LAS X). Images were analyzed with Fiji ImageJ. Mean fluorescence intensity in 3D reconstructed samples was quantified with Imaris 8 (Bitplane/Andor) software, using the surface module and selecting for nuclear fluorescence signal with a mask created in the DAPI channel. Mll1 staining intensity in the crypt cell populations was quantified with the measurement point tool in Imaris 8 and normalized to the staining intensity in the TA cell population.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) of histone modifications was performed from pInd11-shMLL1 Ls174T cell lines induced with 300 ng/ml doxycycline for 11d, following the instructions of the iDEAL ChIP-seq kit for histones (Diagenode). For ChIP of Mll1, TCF4, and β-catenin, pInd11-shMLL1 Ls174T and DLD1 cell lines were induced with 300 ng/ml doxycycline for 6d, and chromatin was prepared using the ChIP-IT Express kit (Active Motif). Cells were grown to 80% confluency, trypsinized for 3 min at 37 °C, fixed in 1% formaldehyde for 10 min, and quenched in glycine for 5 min at RT. Chromatin was sheared with a Branson Sonifier 450 (3 min shearing time, duty cycle 60, output control 6, sonified 10× for histone ChIPs, 4× for Mll1 ChIPs, 1 min pause between each sonication round). Shearing efficiency was checked on a 1% agarose gel. 10 µg of sheared chromatin was used for Mll1 ChIPs. ChIP-qPCR analysis was performed in a total volume of 20 µl SYBR green reaction mix (Roche Diagnostics) containing 0.25 µM of forward and reverse primers each in a CFX96-C1000T thermal cycler (BioRad): 2 min at 50 °C and 2 min at 95 °C followed by 42 cycles of 15 s at 95 °C and 1 min at 60 °C. Ct values of precipitated DNA were calculated relative to input DNA (% input). ChIP-qPCR primers were designed using H3K4 methylation profiles available in the UCSC genome browser (human reference genome GRCh37/hg19) and the Mll1 ChIP-seq UCSC genome browser data set from Active Motif (https://www.activemotif.com/catalog/details/61295/mll-hrx-antibody-pab). Primer sequences used for ChIP-qPCR are given in Supplementary Information (Supplementary Table 1).

### Western blotting

Organoids were harvested and washed once in ice-cold 0.1% BSA-PBS, and cells were washed twice in PBS prior to lysis in ice-cold RIPA buffer (50 mM Tris pH8.0, 150 mM NaCl, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate) containing protease inhibitors (cOmplete Mini EDTA-free, Roche). Total cell extracts were separated on polyacrylamide gels and transferred to a nitrocellulose membrane via semidry transfer for 1 h 15 min at 90 mA or wet transfer for 3 h at 85 V and 4 °C. Membranes were blocked with 5% BSA or 5% skim milk in 0.1% Tween20/TBS and probed with primary antibody diluted in blocking solution overnight at 4 °C. HRP-conjugated secondary antibodies were incubated for 1 h at RT. Immunoblots were developed with Western Lightning Plus ECL (Perkin Elmer) for 3 min and imaged with a Vilber Lourmat imaging system FUSION SL-3. Uncropped scans of Western blots are provided in the Source Data file.

### Antibodies

The following antibodies were used in this study (dilutions given for immunostaining/Western Blot): anti-Mll1 (D6G8N, Cell Signaling #14197, 1:100/1:2000, 1:50 for ChIP), anti-hSet1 (Bethyl A300-289A, 1:2000), anti-H3K4me3 (Cell Signaling #9727, 1:2000/1:10,000, 1:50 for ChIP), anti-H3K27me3 (Millipore 07-449, 1:1000, 5 µg for ChIP), anti-H3K4me2 (Millipore #07-436, 1:5000), anti-H3K4me1 (Millipore #07-030, 1:5000), anti-H3 (Abcam ab1791, 1:10,000), anti-p21 (Santa Cruz sc-6246, 1:100/1:1000), anti-cleaved Caspase-3 (Cell Signaling #9661, 1:400/1:2000), anti-E-cadherin (BD 610181, 1:200), anti-Mmp7 (Santa Cruz, 1:100), anti-GATA4 (Santa Cruz Biotechnology sc-25310, RRID:AB_627667, 1:200), anti-GFP (Abcam ab6673, 1:500), anti-Ki67 (ThermoFisher MA5-14520, 1:300), anti-BrdU (Abcam ab6326, 1:100), anti-β-catenin (BD 610153, 1:300/1:1000, 3 µg for ChIP), anti-TCF4 (Cell Signaling #2569, 1:50 for ChIP), anti-Lyz (DAKO A0099, 1:500), anti-ITF (Santa Cruz sc-18272, 1:300), anti-alpha Tubulin (Sigma, 1:10,000), and anti-Vinculin antibody (Sigma V9131, 1:5000). For immunofluorescence and immunohistochemistry, cyanine-labeled secondary antibodies (Jackson ImmunoResearch) and HRP-conjugated polymer and DAB reagent (DAKO) were used. ChIP control antibodies were rabbit monoclonal IgG isotype control (Cell Signaling #3900) and mouse monoclonal IgG isotype control (Santa Cruz sc-2025). The specificity of histone modification antibodies was confirmed by dot blotting against synthetic peptides carrying the modifications of interest (Diagenode).

### RNA preparation for qRT-PCR analysis and RNA sequencing

Total RNA was isolated by Trizol extraction (Invitrogen) or with the NucleoSpin RNA isolation kit (Macherey–Nagel). DNA contaminations were removed by DNase1 digestion (Invitrogen) in the presence of RNase inhibitor (RNase Out, Invitrogen), and RNA was purified via phenol/chloroform extraction. For qRT-PCR, 5 µg of total RNA were reverse transcribed with random hexamer primers (Invitrogen) and MMLV reverse transcriptase (Promega, 200 U/µl). qRT-PCR was performed in a total volume of 20 µl SYBR green reaction mix (Roche Diagnostics) containing 0.25 µM of forward and reverse primers each in a CFX96-C1000T thermal cycler (BioRad): 2 min at 50 °C and 2 min at 95 °C followed by 42 cycles of 15 s at 95 °C and 1 min at 60 °C. All reactions were performed as duplicates. Expression of target genes in treated versus control samples relative to the endogenous reference *GAPDH* was calculated using the ΔΔ*C*_t_ method. Primer sequences used for qRT-PCR are listed in Supplementary Information (Supplementary Table 2).

For RNA sequencing, total RNA from shMLL1 Ls174T cells induced with 300 ng/ml doxycycline for 3 days and from non-induced parental cells was isolated with the NucleoSpin RNA isolation kit (Macherey–Nagel) and sequenced on a NextSeq 500 (Illumina). RNA seq reads were quality-checked by FASTQC (v0.11.5) software. Sequencing reads were mapped to the human whole genome (hg38) using STAR aligner (v. 2.5.3a) and default parameters. Read counts for each gene (gencode v12) were extracted from the BAM file using featureCounts software (1.5.1). Read counts from different biological groups were subjected to differential expression analysis using the DESeq2 R statistical package. Comparisons between shMLL1 and parental control cells were corrected by individual technical replicates (paired comparison). In order to avoid background signal/noise, genes with <10 reads over all samples were excluded before adjusting the *p*-value for multiple testing. Genes with an adjusted *p*-value lower than 0.05 and absolute fold-change (log10) higher than 0.5 were considered differentially expressed. Gene expression profile comparison was performed by GeneOverlap R package by overlapping lists of differentially expressed genes (MGI symbol) from different sources (Clevers^41^; Soshnikova^42^; Batlle^20^) with our own data. All conversions from Ensembl ID to MGI symbol and from human gene names to mouse gene names were performed by biomaRt. Volcano plots were generated by a generic R *X*–*Y* plotting using the log_2_FoldChange versus the log_2_ adjusted *p*-values. RNA seq differential expression data can be found in Supplementary Data 2.

### Human CRC transcriptomic data sets

Transcriptome analyses in human CRC were carried out on 2207 samples that were available in two public repositories (Supplementary Table 3): (i) RNA seq (version 2) data from The Cancer Genome Atlas (TCGA) project (http://cancergenome.nih.gov/) were downloaded from the legacy version of the NCI Genomic Data Commons (GDC) repository^66^. Clinical and follow-up information was retrieved from the TCGA Pan-Cancer Clinical Data Resource (CDR) for outcome analytics^67^. A total of 543 TCGA CRC samples were available for analysis from this repository. (ii) Eight publicly available Affymetrix microarray data sets were downloaded from the NCBI GEO repository^68^. These data sets included gene expression and clinical information from a total of 1690 patients with CRC. In addition, clinical information for these data sets was downloaded from the Synapse repository^69^ as provided by Guinney et al.^70^ (syn2623706), and used to complete missing data in the retrieved, when possible.

Processing of TCGA RNA seq data: Four different TCGA data sets were processed separately, as colon and rectum samples had been sequenced independently using two different platforms (Genome Analyzer and HiSeq). For each of them, RSEM gene expression estimates were log2-transformed and quantile normalized. Only primary tumors from patients with no previous cancer diagnosis were kept for analyses. Patients with samples measured in the two platforms were excluded from the GA version. Samples TCGA-A6-2679-01A and TCGA-AA-A004-01A were also excluded, as their gene expression showed an anomalous distribution as compared to the rest of the samples in their data set, even after quantile normalization. A total of 543 TCGA CRC samples was available for analysis.

Processing of tumor microarray samples: Microarray samples were processed separately for each data set using packages affy^71^ and affyPLM^72^ from Bioconductor^73^. Raw CEL files were normalized using RMA background correction and summarization^74^. Standard quality controls were performed in order to identify abnormal samples and relevant sources of technical variability^75^ regarding (a) spatial artifacts in the hybridization process (scan images and pseudo-images from probe-level models); (b) intensity dependences of differences between chips (MvA plots); (c) RNA quality (RNA digest plot); (d) global intensity levels (boxplot of perfect match log-intensity distributions before and after normalization and RLE plots); (e) anomalous intensity profile compared to the rest of samples (NUSE plots, Principal Component Analysis). Technical information concerning sample processing and hybridization was retrieved from the original CEL files: date of scanning were collected in order to define scan batches in each data set separately, and previously described technical metrics^76^ were computed and recorded as additional features for each sample. Probesets were annotated using the information available on the Affymetrix-Thermofisher web page (https://www.thermofisher.com/es/es/home.html). No samples were excluded due to quality issues, leaving a total of 1690 microarray samples available for analysis.

Calibration and integration of tumor transcriptomic data: To make their expression values comparable, microarray data sets were corrected by potential sources of technical biases. For doing so, a linear model was fitted to each probeset and data set separately, in order to correct expression values by the center of origin of the sample, batch (scanning day), and probeset differences captured by PM.IQR, RMA.IQR and RNA.DEG metrics^76^. This correction was carried out using a mixed-effect model in which microsatellite instability (MSI) status was also included as a covariate. Scanning day was modeled as a random effect in these models. Expression intensities were summarized at the gene level (entrez) by the first principal component of the probesets mapping to the same gene. This component was centered and scaled to the weighted mean of the probesets’ means and standard deviations, where the contributions to this first component were used as weights. The sign of this score was then corrected so that it was congruent to the sign of the probeset contributing the most to the first component. TCGA RNA seq expression data were processed in an analogous way; potential biases captured by sample’s center and batch (plate) of origin were corrected using a mixed-effects model for each gene and data set separately. In such models, the center was modeled as a fixed effect while the plate identifier was included as a random effect. The R package lme was used in this procedure. Data sets were merged after quantile normalization and gene-wise standardization (median and median absolute deviation) to the GSE39582 data set according to their distribution of gender, age, site, MSI, and stage, when available. Such standardization was carried out by inverse probability weighting using logistic regression (LogReg) model. For doing so and for each data set D, a LogReg model was carried out on D and GSE39582 that included the aforementioned clinical parameters as predictors of the data set affiliation. Clinical parameters were included in the model as they were informative according to the Akaike Information Criterion (AIC) after running a forward step-wise algorithm for variables selection. Next, conditional probabilities of belonging to data sets D and GSE39582 (Pd and Pr, respectively) were retrieved from the model; then, weights were computed as the ratio of Pd/Pr; finally, weights were truncated to value “five”, in order to avoid the overrepresentation of any sample in the standardization process. Expression values were truncated to the maximum and minimum values observed in this reference data set. Samples with unknown tumor stage information were excluded from the data. As a result, this CRC meta-cohort included a total of 2207 primary tumor samples for analyses.

Association of gene expression with clinical data in human CRC samples: Association with gene expression levels was assessed using Cox proportional hazards models (relapse and overall survival) and a linear model (stage). Statistical significance was assessed by means of a Log-likelihood Ratio Test (Cox models) or *F*-test (linear model), while Wald tests were used for pairwise comparisons. Sample groups of low, medium, and high expression levels were defined using the tertiles of the corresponding intensity distribution. Accordingly, hazard ratios (HR), adjusted group means, and their corresponding 95% confidence intervals were computed as measures of association. For visualization purposes, Kaplan–Meier survival curves were estimated for groups of samples showing low, medium, and high gene expression, while boxplots and stripcharts were built to display expression levels by tumor stage.

Only samples from patients diagnosed at stage I, II, or III were considered for analyses of time to relapse, for a total of 1095 samples. Overall survival analyses in pre-metastatic (stages I–II–III) and metastatic (stage IV) tumors were carried out on 981 and 165 samples, respectively. TCGA’s rectum samples were excluded from these analyses accordingly to recommendations of the TCGA-Clinical Data Resource (CDR)^67^. The threshold for statistical significance was set at 5%. All analyses were carried out using R^77^.

### Quantification and statistical analysis

All data are presented as mean ± SD unless otherwise indicated. Statistical details of the experiments can be found in the figure legends. Graphs and statistics were generated with GraphPad Prism software. Tests for normal distribution were performed with D’Agostino–Pearson, and Shapiro–Wilk tests. Significance (*p*-values) was determined with the Mann–Whitney test (two-tailed) or two-tailed Student’s *t*-test. No statistical method was applied to estimate sample size. No randomization or blinding protocol was used. Unless otherwise indicated, *n* reports the number of independent biological replicates per experiment. *p*-values ≤ 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting summary

## Data Availability

The RNA sequencing data from FACS-isolated Lgr5-GFP^+^ intestinal stem cells (Fig. 3b, d and Supplementary Fig. 3c, Supplementary Data 1) have been deposited in the Gene expression omnibus under accession number GSE148394. The RNA sequencing data from shMLL1 Ls174T colon cancer cells (Fig. 4c, d and Supplementary Fig. 4r, Supplementary Data 2) are available in the ArrayExpress database under accession number E-MTAB-8152. The human colon cancer data referenced during the study (Supplementary Table 3) are available in public repositories from the TCGA website (TCGA-COAD, TCGA-READ) and in the Gene Expression Omnibus (GEO) at NCBI (GSE14333, GSE33113, GSE39582, GSE38832, GSE44076, GSE13294, GSE18088 and GSE2109). Clinical information was obtained from Synapse ID syn2623706. All the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Klaus A, Birchmeier W (2008). Wnt signalling and its impact on development and cancer. Nat. Rev. Cancer.

[2] Malanchi I (2008). Cutaneous cancer stem cell maintenance is dependent on beta-catenin signalling. Nature.

[3] Huang PY (2017). Lgr6 is a stem cell marker in mouse skin squamous cell carcinoma. Nat. Genet..

[4] Clevers H, Nusse R (2012). Wnt/beta-catenin signaling and disease. Cell.

[5] Bienz M, Clevers H (2000). Linking colorectal cancer to Wnt signaling. Cell.

[6] Morin PJ (1997). Activation of beta-catenin-Tcf signaling in colon cancer by mutations in beta-catenin or APC. Science.

[7] Vermeulen L (2010). Wnt activity defines colon cancer stem cells and is regulated by the microenvironment. Nat. Cell Biol..

[8] Behrens J (1998). Functional interaction of an axin homolog, conductin, with beta-catenin, APC, and GSK3beta. Science.

[9] Aberle H, Bauer A, Stappert J, Kispert A, Kemler R (1997). beta-catenin is a target for the ubiquitin-proteasome pathway. EMBO J..

[10] Behrens J (1996). Functional interaction of beta-catenin with the transcription factor LEF-1. Nature.

[11] Lustig B (2002). Negative feedback loop of Wnt signaling through upregulation of conductin/axin2 in colorectal and liver tumors. Mol. Cell Biol..

[12] Sansom OJ (2004). Loss of Apc in vivo immediately perturbs Wnt signaling, differentiation, and migration. Genes Dev..

[13] Kinzler KW, Vogelstein B (1996). Lessons from hereditary colorectal cancer. Cell.

[14] Barker N (2009). Crypt stem cells as the cells-of-origin of intestinal cancer. Nature.

[15] Clevers H (2013). The intestinal crypt, a prototype stem cell compartment. Cell.

[16] Barker N (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[17] Van der Flier LG (2007). The intestinal Wnt/TCF Signature. Gastroenterology.

[18] van Es JH (2012). A critical role for the Wnt effector Tcf4 in adult intestinal homeostatic self-renewal. Mol. Cell Biol..

[19] Korinek V (1998). Depletion of epithelial stem-cell compartments in the small intestine of mice lacking Tcf-4. Nat. Genet..

[20] Merlos-Suarez A (2011). The intestinal stem cell signature identifies colorectal cancer stem cells and predicts disease relapse. Cell Stem Cell.

[21] Dawson MA, Kouzarides T (2012). Cancer epigenetics: from mechanism to therapy. Cell.

[22] Wend P (2013). Wnt/beta-catenin signalling induces MLL to create epigenetic changes in salivary gland tumours. EMBO J..

[23] Zhu Q (2019). The Wnt-driven Mll1 epigenome regulates salivary gland and head and neck cancer. Cell Rep..

[24] Piunti A, Shilatifard A (2016). Epigenetic balance of gene expression by Polycomb and COMPASS families. Science.

[25] Crosnier C, Stamataki D, Lewis J (2006). Organizing cell renewal in the intestine: stem cells, signals and combinatorial control. Nat. Rev. Genet..

[26] Porter EM, Bevins CL, Ghosh D, Ganz T (2002). The multifaceted Paneth cell. Cell Mol. Life Sci..

[27] Sato T (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

[28] Russell RG, Lasorella A, Dettin LE, Iavarone A (2004). Id2 drives differentiation and suppresses tumor formation in the intestinal epithelium. Cancer Res..

[29] Harada N (1999). Intestinal polyposis in mice with a dominant stable mutation of the beta-catenin gene. EMBO J..

[30] Kranz A (2010). An improved Flp deleter mouse in C57Bl/6 based on Flpo recombinase. Genesis.

[31] Soriano P (1999). Generalized lacZ expression with the ROSA26 Cre reporter strain. Nat. Genet.

[32] van der Flier LG (2009). Transcription factor achaete scute-like 2 controls intestinal stem cell fate. Cell.

[33] Andreu P (2005). Crypt-restricted proliferation and commitment to the Paneth cell lineage following Apc loss in the mouse intestine. Development.

[34] Van der Sluis M (2006). Muc2-deficient mice spontaneously develop colitis, indicating that MUC2 is critical for colonic protection. Gastroenterology.

[35] Yang Q, Bermingham NA, Finegold MJ, Zoghbi HY (2001). Requirement of Math1 for secretory cell lineage commitment in the mouse intestine. Science.

[36] Gregorieff A (2009). The ets-domain transcription factor Spdef promotes maturation of goblet and paneth cells in the intestinal epithelium. Gastroenterology.

[37] Lo YH (2017). Transcriptional regulation by ATOH1 and its target SPDEF in the intestine. Cell Mol. Gastroenterol. Hepatol..

[38] Fre S (2005). Notch signals control the fate of immature progenitor cells in the intestine. Nature.

[39] Wang P (2009). Global analysis of H3K4 methylation defines MLL family member targets and points to a role for MLL1-mediated H3K4 methylation in the regulation of transcriptional initiation by RNA polymerase II. Mol. Cell Biol..

[40] Whissell G (2014). The transcription factor GATA6 enables self-renewal of colon adenoma stem cells by repressing BMP gene expression. Nat. Cell Biol..

[41] Munoz J (2012). The Lgr5 intestinal stem cell signature: robust expression of proposed quiescent ‘+4’ cell markers. EMBO J..

[42] Nigmatullina L (2017). Id2 controls specification of Lgr5(+) intestinal stem cell progenitors during gut development. EMBO J..

[43] Blache P (2004). SOX9 is an intestine crypt transcription factor, is regulated by the Wnt pathway, and represses the CDX2 and MUC2 genes. J. Cell Biol..

[44] Molenaar M (1996). XTcf-3 transcription factor mediates beta-catenin-induced axis formation in *Xenopus* embryos. Cell.

[45] Ring DB (2003). Selective glycogen synthase kinase 3 inhibitors potentiate insulin activation of glucose transport and utilization in vitro and in vivo. Diabetes.

[46] Fang L (2016). A small-molecule antagonist of the beta-catenin/TCF4 interaction blocks the self-renewal of cancer stem cells and suppresses tumorigenesis. Cancer Res..

[47] Li BE, Gan T, Meyerson M, Rabbitts TH, Ernst P (2013). Distinct pathways regulated by menin and by MLL1 in hematopoietic stem cells and developing B cells. Blood.

[48] Salz T (2014). hSETD1A regulates Wnt target genes and controls tumor growth of colorectal cancer cells. Cancer Res..

[49] Rickels R (2016). An evolutionary conserved epigenetic mark of polycomb response elements implemented by Trx/MLL/COMPASS. Mol. Cell.

[50] Uchida H (2010). Overexpression of leucine-rich repeat-containing G protein-coupled receptor 5 in colorectal cancer. Cancer Sci..

[51] de Sousa e Melo F (2017). A distinct role for Lgr5(+) stem cells in primary and metastatic colon cancer. Nature.

[52] Shvab A (2016). Induction of the intestinal stem cell signature gene SMOC-2 is required for L1-mediated colon cancer progression. Oncogene.

[53] VanDussen KL (2012). Notch signaling modulates proliferation and differentiation of intestinal crypt base columnar stem cells. Development.

[54] McCabe MT (2012). EZH2 inhibition as a therapeutic strategy for lymphoma with EZH2-activating mutations. Nature.

[55] Jadhav U (2016). Acquired tissue-specific promoter bivalency is a basis for PRC2 necessity in adult cells. Cell.

[56] Klymenko T, Muller J (2004). The histone methyltransferases Trithorax and Ash1 prevent transcriptional silencing by Polycomb group proteins. EMBO Rep..

[57] Chiacchiera F (2016). Polycomb complex PRC1 preserves intestinal stem cell identity by sustaining Wnt/beta-catenin transcriptional activity. Cell Stem Cell.

[58] Koppens MA (2016). Deletion of polycomb repressive complex 2 from mouse intestine causes loss of stem cells. Gastroenterology.

[59] Lan Q (2018). FoxA transcription factor Fork head maintains the intestinal stem/progenitor cell identities in Drosophila. Dev. Biol..

[60] Kohlnhofer BM, Thompson CA, Walker EM, Battle MA (2016). GATA4 regulates epithelial cell proliferation to control intestinal growth and development in mice. Cell Mol. Gastroenterol. Hepatol..

[61] Beuling E (2011). GATA factors regulate proliferation, differentiation, and gene expression in small intestine of mature mice. Gastroenterology.

[62] Picelli S (2013). Smart-seq2 for sensitive full-length transcriptome profiling in single cells. Nat. Methods.

[63] Heuberger J (2014). Shp2/MAPK signaling controls goblet/paneth cell fate decisions in the intestine. Proc. Natl Acad. Sci. USA.

[64] Meerbrey KL (2011). The pINDUCER lentiviral toolkit for inducible RNA interference in vitro and in vivo. Proc. Natl Acad. Sci. USA.

[65] Fellmann C (2013). An optimized microRNA backbone for effective single-copy RNAi. Cell Rep..

[66] Grossman RL (2016). Toward a shared vision for cancer genomic data. N. Engl. J. Med..

[67] Liu J (2018). An integrated TCGA pan-cancer clinical data resource to drive high-quality survival outcome analytics. Cell.

[68] Barrett T (2013). NCBI GEO: archive for functional genomics data sets–update. Nucleic Acids Res..

[69] Derry JM (2012). Developing predictive molecular maps of human disease through community-based modeling. Nat. Genet..

[70] Guinney J (2015). The consensus molecular subtypes of colorectal cancer. Nat. Med..

[71] Gautier L, C. L, Bolstad BM, Irizarry RA (2004). affy–analysis of Affymetrix GeneChip data at the probe level. Bioinformatics.

[72] Bolstad, B. M. et al. in *Bioinformatics and Computational Biology Solutions Using R and Bioconductor* (eds Gentleman, R., Carey, V., Huber, W., Irizarry, R., & Dudoit, S.) Ch. 3 33–47 (Springer, New York, NY, 2005).

[73] Gentleman, R. C. et al. Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol*. **5**, R80 (2004).10.1186/gb-2004-5-10-r80PMC54560015461798

[74] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[75] Gentleman, R. et al. *Bioinformatics and Computational Biology Solutions Using R and Bioconductor* (Springer, 2005).

[76] Eklund, A. C. & Szallasi, Z. Correction of technical bias in clinical microarray data improves concordance with known biological information. *Genome Biol*. **9**, R26 (2008).10.1186/gb-2008-9-2-r26PMC237472018248669

[77] RCoreTeam R: *A Language and Environment for Statistical Computing* (R Foundation for Statistical, 2019).

[78] Haber AL (2017). A single-cell survey of the small intestinal epithelium. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

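Messenger RNA was sequenced from sorted Lgr5-GFP+ cells of 8 mice, 4 labelled β-cat GOF; Mll1-/- and 4 labelled β-cat GOF; Mll1+/-, and the mouse is the unit of replication. The authors deposited a table of read counts for 53801 genes and 92 spike-in transcripts, in which each value is the raw count of uniquely mapped reads of a library (featureCounts, mapping quality of at least 1, Ensembl release 92). The authors also deposited a table of signal for 25485 genes, in which the counts of a library are divided by 1 size factor and rounded. The factors recovered from this table lay between 0.811 and 1.17 and matched those of DESeq2. Other columns of the deposited tables hold the gene length in bases, which was used only for a correction on length. The counts were used for every test, and the signal table was used only to recover the factors and the genes the authors kept.

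Depth ranged from 14468751 to 16847793 counts on genes per library, and 15983 to 17266 genes had at least 10 counts. The common biological coefficient of variation was 0.435. Genes were filtered with filterByExpr (at least 10 counts, at least 15 in total) and scaled with TMM, and edgeR 4.0.16 fitted a robust quasi-likelihood model with the genotype as the only term in R 4.3.3. Standard errors were obtained from the log2 fold change and its F statistic. Exact permutation tests used the 70 assignments of the 8 libraries, and their smallest two-sided p is 0.029. Gene lists were tested with camera in limma 3.58.1 at a correlation between genes of 0.01. The 7 lists of marker and target genes were written from general knowledge before the counts were seen. Genes were named by a rule: every gene that the text names for this sequencing or that Fig. 3b or Fig. 3d labels, *Kmt2a* with its family members and *Ctnnb1*, and the 10 genes with the largest change among those past the threshold without overlap between genotypes. 1 of the genes under this rule stayed in the adjustment over the named genes and is not reported here. Other called genes, and single members of the lists such as *Zg16*, *Chga*, *Chgb* and *Krt23*, were named after their values were seen.

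The tests were tested on simulated data with 200 changed genes among 15826. The edgeR test recovered 42% of the genes changed by a log2 fold change of 1 and 94% of those changed by 2, and 6.16% of its 146 calls were false. DESeq2 1.42.0 recovered 66% and 99%, and 31.7% of its 246 calls without a prior and 28.5% of its 235 calls with a prior were false. For limma-voom, 10.2% of 147 calls were false. A list of 30 genes shifted by 0.5 was found by camera, and 2.5% of 200 random lists had an unadjusted p under 0.05. Each gene was drawn independently in this simulation. It therefore could not test camera on lists whose genes vary together, such as the Paneth list with a mean correlation of 0.399 within genotypes.

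The alternatives were other scalings (DESeq2 size factors, upper quartile, TMM without the 100 most abundant genes), other tests (DESeq2 with and without a prior, limma-voom with quality weights), other filters, a loess offset on gene length (span 0.3), a block of 3 sets of near animal numbers, 1 surrogate variable from sva 3.50.0, other set tests and each library left out. A block of the 2 library runs, a covariate for Xist above the Y-linked transcripts, a loess offset on GC content from GENCODE release 21 with Biostrings 2.70.1, and DESeq2 with a prior on the genes the authors kept were chosen after seeing the data. The DESeq2 settings on the authors' genes came from a search in which 16 specifications were tabulated against the p-values of Supplementary Data 1, after others had been tried, and they were kept because they matched it. Sex is not labelled. The Xist covariate was used only as a correction, and libraries were not grouped by it for a comparison. The shared 31-base words were counted from annotated transcripts. Figures were drawn with matplotlib 3.10.9. Organoid, tissue and human data of the paper were not used here.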

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

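All tests in this part were chosen after the results were seen. Of 138 groups of 4 libraries, 6 held a library far from the other 3, and 7 are reached by chance, so that the number of such values is not above chance. *Atoh1* was at 0.722 CPM in J_7134 and at 5.55 to 5.92 CPM in the other β-cat GOF; Mll1+/- libraries. *Foxa3* was at 26.3 CPM and *Kmt2a* at 64.9 CPM in J_7100, where the other β-cat GOF; Mll1+/- libraries held 16.8 to 17.7 and 48.9 to 51.2 CPM. *Gm29797* was at 1.50 CPM in J_7079 and at 0 in the others of its genotype. In J_7135, *Muc2* was at 81.8 CPM and *Gata4* at 19.4 CPM. No biological explanation was tested for single libraries, since the labels give none below the genotype.

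The 2 values in J_7135 fall in the library that lies apart from all others, for which several technical explanations were tested. Its counts were not few, at 105% of the mean of the other libraries, and its 100 most abundant genes held 34.5% of the counts, the lowest share of the libraries. A loss of genes through few captured molecules was not found, with 2 genes near 0 only in this library. A later test of the same explanation came out the other way. The spread of J_7135 against the other libraries was 1.97 times theirs at 10 to 100 CPM and 1.04 times theirs above 300 CPM, a ratio of 1.89, as few captured molecules would give. Xist lies in the upper range. The libraries nearly without it, J_7075, J_7096 and J_7134, had the largest spreads there (SD of 0.590, 0.489 and 0.732 in log2 CPM). The ratio may therefore come in part from Xist. J_7135 held both Xist and Y-linked transcripts, the first at 39.9% and the second at 53.6% of the median of the libraries that have them. A mixture of cells of different animals would give both, but these shares alone do not decide on it. On 29 genes that separate the other libraries by genotype, the median position of J_7135 between the other genotype (0) and its own (1) was 0.356, where the other libraries lay between 0.793 and 0.969. On the 11 of them that are lower in its own genotype, the position was 0.664. For *Gata4*, which lies between the genotypes in J_7135, few captured molecules and a mixed sample both remain. *Muc2* lies above both genotypes there, where RNA of the β-cat GOF; Mll1+/- genotype would lower it, so that RNA of that genotype does not account for *Muc2*. A mixture of cells of different animals and few captured molecules, on which the tests were divided, remain open for it.

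The larger *Atoh1* difference in the second library run, which holds J_7134, was tested as an interaction of genotype and run. Its adjusted p over the named genes was 0.344 (edgeR), and 0 genes had an interaction at an adjusted p under 0.1, while 1128 had an unadjusted p under 0.05. The interaction was 2.96 on the log2 scale for *Atoh1*. With 2 libraries of each genotype in a run, the test had little chance to pass, and the *Atoh1* pattern cannot be told apart from a difference between the runs.

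The genes past the threshold include 9 that the paper does not discuss. Their log2 fold changes were -1.24 for *Rnf149*, 7.30 for *Gm29797*, 1.62 for *Bex1*, 0.78 for *Gm9844*, 1.43 for *Lgals3*, -1.54 for *Fam183b*, 1.66 for *Cplx2*, 2.02 for *Smim3* and 4.48 for *Rbp4*. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes as the 14, which is the real split, and the next gave 4. The same 1 of 35 held for the 8 higher genes and for the 6 lower genes. A split by library run gave 0 genes. A mislabelled pair of libraries was tested by exchanging 1 library of each genotype, and the 16 exchanges gave at most 4 genes. Of the 8 fits that each left out 1 library, 6 called 0 genes, with 1189 to 1847 at an unadjusted p under 0.05, and the fit without J_7135 called 45 genes with all 14 among them. A difference by genotype in these genes is a hypothesis, and *Gm9844* cannot be told apart from reads of *Tmsb10*.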

How the results depend on the processing

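The number of genes past the threshold depended on the processing more than any other result. With DESeq2's size factors or without the 100 most abundant genes in the scaling it was again 14, and the 14 genes were the same. The upper quartile gave 8 genes (3 higher, 37.5% against 57.1%). It moved the median log2 fold change of all genes only from 0.0076 to 0.0019. The 14 genes had adjusted p between 0.0918 and 0.0973 (edgeR), close to the threshold, so small changes can remove them. The loss of higher genes is therefore not shown to come from the scaling. DESeq2 without a prior gave 406 (244 higher, 162 lower) and with a prior 390 (234 and 156). limma-voom gave 103 (56 and 47), no filter on low counts 47 (24 and 23), and at least 10 counts in every library 34 (15 and 19). Without genes on X, Y and MT there were 9 (3 higher), with protein-coding genes alone 61 (24 and 37), with the length offset 3 (2 and 1), and with 1 surrogate variable 71 (34 and 37). A threshold of 0.05 left 0. Across the 8 fits that each left out 1 library, the number lay between 0 and 45, with 0 to 22 higher and 0 to 23 lower genes, and 45 was reached without J_7135. In the fits with 0 genes, 1189 to 1847 had an unadjusted p under 0.05.

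The block of animal sets gave 0 genes, 0 higher and 0 lower, with 1397 at an unadjusted p under 0.05. The residual correlation of libraries in the same set was 0.0435, and -0.0244 in different sets. Of the alternatives chosen after seeing the data, the library-run block, the Xist covariate and the GC offset each gave 0 genes, with 1642, 1955 and 1306 at an unadjusted p under 0.05. DESeq2 on the authors' genes gave 449 (274 higher, 175 lower), and 739 (471 and 268) with the Xist covariate.

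The goblet list and the Wnt list kept their direction and passed 0.05 in camera or fry under each alternative run for lists, which DESeq2 was not, with medians from 0.28 to 0.86 and from 0.16 to 0.46. The highest goblet median is that of the genes labelled in Fig. 3b, which are read from a plot of the same comparison. The exact permutation test of either list gave an adjusted p of 0.1. The Paneth list kept its direction, from -1.36 to -0.78, and did not pass with fry (median -1.12, adjusted p = 0.0862, limma) or with an estimated correlation (median -1.12, adjusted p = 0.197, limma), over a range from 8.86e-10 to 0.197. The enteroendocrine list reversed to 0.89 with at least 10 counts in every library, where 4 of its genes were left and it passed as higher (adjusted p = 0.02, limma, over a range from 3.83e-04 to 0.535). This filter leaves out genes that have few counts in one genotype, *Chga* and *Chgb* among them, so that the reversal follows at least in part from the filter. The list passed as lower without the filter (-1.62), without X, Y and MT genes (-1.37) and with the GC offset (-1.33), and ranged from -1.78 to -0.23 with 1 library left out, passing without J_7134 and without J_7139. The tuft list passed only without the filter (0.57). The stem cell list did not pass with fry or an estimated correlation (both -0.15) or with the Xist covariate (-0.125), and ranged from -0.2185 to -0.0911 with 1 library left out, where it did not pass in 4 of the 8 fits (without J_7079, J_7096, J_7100 or J_7136). The Notch list reversed under limma-voom (-0.039) and with the surrogate variable (-0.0017), and ranged from -0.0652 to 0.158 with 1 library left out. The cause of the other changes was not tested.

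Among the 59 named genes tested, 7 changed sign under some setting. *Lgr5* ranged from -0.153 to 0.0104 with 1 library left out and was 0.0635 with the GC loess offset (log2 fold change of Lgr5). *Smoc2* was -0.0735 under limma-voom, -0.0033 with protein-coding genes and -0.11 with the surrogate variable, and ranged from -0.16 to 0.15. *Reg4* ranged from -0.0589 to 0.608 and *Dll1* from -0.0593 to 0.389, with -0.094 for *Dll1* under limma-voom. *Kmt2b* ranged from -0.12 to 0.086, and was 0.0022 with the Xist covariate and 0.0089 with DESeq2 and the Xist covariate. *Kmt2c* ranged from -0.15 to 0.0031. *Kmt2d* was 0.0809 with the length loess offset (log2 fold change of Kmt2d), ranged from -0.16 to 0.13, and was 0.0748 with the Xist covariate, 0.0004 with DESeq2 on the authors' genes and 0.073 with the covariate added. Of the 59, DESeq2 without a prior moved 22 past the threshold, and limma-voom moved 7 past it and 1 below it. Each fit without 1 library other than J_7075 and J_7135 moved 13 below it. With all 8 libraries, *Hes5*, *Hey1*, *Hoxa9* and *Bmp4* were below the filter at this depth, and *Bmp4* passed the filter without J_7135.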

Differences from the paper's values

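For *Kmt2b*, the paper's supplement gives a log2 fold change of -0.03 in its first set of columns and 0.01 in its second, and the value here was -0.0397. It differs from the second in sign alone, by less than the SD of 0.328 between replicates. Of the alternatives set before the data were examined, the fit without J_7075 (0.086) had the sign of the second column and lay farther from it, and the others did not have that sign, the nearest being the fit without J_7079 (-0.000814) and the length offset (-0.00183). With the Xist covariate, chosen after seeing the values, it was 0.0022, and 0.0089 for DESeq2 on the authors' genes with that covariate, also chosen after seeing the values. For *Steap4*, the paper's supplement gives -1.44 and -1.55, and the value here was -4.50. The counts were at most 2 in the libraries labelled β-cat GOF; Mll1-/-, so that *Steap4* can only be given as at least 10.3-fold lower. DESeq2 with a prior (-1.11) came within the SD between replicates of the paper's value, and the other alternatives set before the data were examined did not. DESeq2 with a prior on the authors' genes gave -1.44, and -1.55 with the Xist covariate, both chosen after seeing the values.

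Among the 1832 genes listed in Supplementary Data 1, of which 1491 were tested here, the paper's first set of columns has 44 genes with an adjusted p under 0.1, and 0 passed here with edgeR, while 163 had an unadjusted p under 0.05. The list as used here is a part of the genes, which holds none of the 14 genes past 0.1 here and 41 of the 449 that DESeq2 with a prior calls on the authors' genes, so that these numbers describe the listed part alone. DESeq2 without a prior (34) and with a prior (34) came near the paper's number without reaching it, and the other alternatives set before the data were examined gave at most 5. The paper's second set of columns has 75 such genes against 0 here, and none of the alternatives set before the data were examined closed the gap. DESeq2 with a prior on the authors' genes gave 41, and 70 with the Xist covariate, both chosen after seeing the values.

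Of 17 genes that the paper's text names for this sequencing, *Foxa1* alone passed 0.1 here. With DESeq2, with or without a prior, *Tff3*, *Muc2*, *Defa17*, *Atoh1*, *Spdef*, *Mmp7*, *Olfm4* and *Gata4* passed as well, and also on the authors' genes, a setting chosen after seeing the values. With the Xist covariate in that setting, chosen after seeing the values, *Axin2* passed too. limma-voom called *Mmp7*, *Olfm4*, *Foxa1* and *Gata4*, no filter called *Muc2*, *Defa17*, *Mmp7* and *Foxa1*, and at least 10 counts in every library called *Defa17*, *Mmp7* and *Foxa1*. Protein-coding genes alone called *Muc2*, *Defa17*, *Mmp7*, *Olfm4* and *Foxa1*, the surrogate variable *Muc2*, *Foxa1* and *Gata4*, and the fit without J_7135 *Foxa1* and *Gata4*. In other settings 0 of the 17 genes passed, *Foxa1* included. These were the block of animal sets and the fits without J_7079, J_7096, J_7100, J_7134, J_7136 or J_7139. The library-run block, the Xist covariate and the GC offset, chosen after seeing the data, also called none of them. *Defa5* and *Lyz1*, which the paper gives as decreased, passed under none of the settings run.

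The paper states that *Axin2* was not affected, and its supplement gives log2 fold changes of 0.42 and 0.45. The supplement's adjusted p for *Axin2* is 0.111 in the first set of columns and 0.0727 in the second (DESeq2). The second is under 0.1, the false discovery rate of the paper's methods. Here its log2 fold change was 0.44 without overlap between the genotypes, at an adjusted p of 0.384 (edgeR), and the list of Wnt target genes was higher with a median of 0.25. The paper states that enteroendocrine genes did not change to a major extent. Here *Chga* was at least 14.8-fold lower and *Chgb* had a log2 fold change of -4.98, neither past 0.1 over all genes. The *Chga* limit is taken from the mean of the β-cat GOF; Mll1+/- libraries and rests mostly on J_7100. J_7100 held 8.02 CPM of *Chga*. The other libraries of its genotype held 0.778 to 0.882 CPM, nearer the floor of 0.178 CPM, so the limit is smaller without J_7100. *Cplx2* (1.66, past 0.1) and *Bex2* (1.51) were higher, and the enteroendocrine list as a whole did not pass 0.05 (adjusted p = 0.146, limma).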

Other observations

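All tests in this part were chosen after the results were seen. Other splits of the 8 libraries were tested for each list. Of the 35 splits, 1 gave as small a p as the real one for the goblet list and 1 for the Wnt list, which are the real splits. For the Paneth list 4 did, of which the other 3 all placed J_7135 with J_7075 and J_7079. For the stem cell list 3 did, for the enteroendocrine list 14, for the tuft list 15 and for the Notch list 31. The split by library run gave a smaller p than the genotype for the enteroendocrine list, so that by the count of splits run and genotype cannot be told apart there. Each run holds 2 libraries of each genotype, and with the library-run block the median of this list was -0.70 (adjusted p = 0.184, limma, over a range from 3.83e-04 to 0.535).

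DESeq2 with a prior on the authors' genes called as many as its 449 genes in 1 of the 35 splits, and the split by library run called 258. With the Xist covariate it called as many as its 739 genes in 2 of the 35 splits, and another split, J_7075, J_7096, J_7134 and J_7135, called 2996. That split joins the libraries with Y-linked counts, so that beside the covariate it sets J_7135 alone against the libraries that hold Xist, and its number says little about other splits. This specification and the one without the covariate match the p-values of Supplementary Data 1 with a median difference in log10 p of 2.15e-07 and 2.11e-07. They were found by a search over specifications. The next nearest were the same models without a prior, at 0.024 with the covariate and 4.05e-05 without it. The p-values of the listed genes thus single out these settings among those tabulated. The calls among the listed genes were not matched, at 70 and 41 against 75 and 44 in the paper. Being the outcome of a search, these settings are not independent evidence for other parts of the paper's method.

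The goblet median was 0.53 with the GC offset, 0.58 with the length offset, 0.52 without the 100 most abundant genes in the scaling, 0.51 with the library-run block and 0.64 with the Xist covariate. The Paneth median was -1.12, -1.04, -1.12, -1.15 and -1.27 in the same order, and the Wnt median was 0.27, 0.28, 0.25, 0.24 and 0.19. The length offset and the covariate moved the medians and left their direction. The run block moved the medians little. Each run holds 2 libraries of each genotype, so this block could hardly shift them and does not decide on an effect of the run. The GC offset changed single genes (Spearman correlation 0.940 with the uncorrected log2 fold changes) and hardly moved these medians. Leaving out the abundant genes moved neither, which shows only that the scaling does not rest on them.

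RNA from other cells in the sort was tested by the correlation of a list's genes between libraries within genotypes. The mean correlation was 0.00796 for the goblet list, at percentile 75.1 of 10000 random lists, and 0.399 for the Paneth list, at percentile 100. Genes of one cell type also vary together without contamination, so the Paneth difference cannot be told apart from a varying share of Paneth cells. The 10 Paneth genes that are not defensins had a median of -0.18 (0.0075 without J_7135), and *Itln1* and *Mptx2* among them passed 0.1 within the list as lower and *Mmp7* as higher. The part of the difference in each defensin cannot be told apart from reads shared within the family.

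*Kmt2a* was not lower in the libraries labelled β-cat GOF; Mll1-/- (log2 fold change 0.24), and the paper's supplement gives 0.23 and 0.26. Mislabelling of a pair was tested above. Reads from undeleted exons were not tested, since the counts do not separate exons. The paper found recombination in only a part of the crypts, so unrecombined cells may be among those sorted. Their share was not tested and could differ between the genotypes, which limits each difference given here. A strain variant around the targeted gene was tested within 10 Mb of *Kmt2a*, where 11.0% of 163 genes had an unadjusted p under 0.05 against 9.13% elsewhere (Fisher's exact test, p = 0.411). Xist with at most 13 Y-linked counts was found in 3 of the 4 β-cat GOF; Mll1+/- libraries and in 1 of the 4 libraries labelled β-cat GOF; Mll1-/-, and in the first library run this followed the genotype fully. Sex is therefore a second biological factor beside the genotype. The Xist covariate left the direction of the goblet (0.64) and Wnt (0.19) medians, and it can separate sex from genotype only through the second run. An effect of the genotype on these lists is a hypothesis.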
